# Triglyceride-derived fatty acids reduce autophagy in a model of retinal angiomatous proliferation

**DOI:** 10.1172/jci.insight.154174

**Published:** 2022-03-22

**Authors:** Emilie Heckel, Gael Cagnone, Tapan Agnihotri, Bertan Cakir, Ashim Das, Jin Sung Kim, Nicholas Kim, Geneviève Lavoie, Anu Situ, Sheetal Pundir, Ye Sun, Florian Wünnemann, Kerry A. Pierce, Courtney Dennis, Grant A. Mitchell, Sylvain Chemtob, Flavio A. Rezende, Gregor Andelfinger, Clary B. Clish, Philippe P. Roux, Przemyslaw Sapieha, Lois E.H. Smith, Jean-Sébastien Joyal

**Keywords:** Ophthalmology, Vascular Biology, Autophagy, Fatty acid oxidation, Retinopathy

## Abstract

Dyslipidemia and autophagy have been implicated in the pathogenesis of blinding neovascular age-related macular degeneration (NV-AMD). VLDL receptor (VLDLR), expressed in photoreceptors with a high metabolic rate, facilitates the uptake of triglyceride-derived fatty acids. Since fatty acid uptake is reduced in *Vldlr*^–/–^ tissues, more remain in circulation, and the retina is fuel deficient, driving the formation in mice of neovascular lesions reminiscent of retinal angiomatous proliferation (RAP), a subtype of NV-AMD. Nutrient scarcity and energy failure are classically mitigated by increasing autophagy. We found that excess circulating lipids restrained retinal autophagy, which contributed to pathological angiogenesis in the *Vldlr*^–/–^ RAP model. Triglyceride-derived fatty acid sensed by free fatty acid receptor 1 (FFAR1) restricted autophagy and oxidative metabolism in photoreceptors. FFAR1 suppressed transcription factor EB (TFEB), a master regulator of autophagy and lipid metabolism. Reduced TFEB, in turn, decreased sirtuin-3 expression and mitochondrial respiration. Metabolomic signatures of mouse RAP-like retinas were consistent with a role in promoting angiogenesis. This signature was also found in human NV-AMD vitreous. Restoring photoreceptor autophagy in *Vldlr*^–/–^ retinas, either pharmacologically or by deleting *Ffar1*, enhanced metabolic efficiency and suppressed pathological angiogenesis. Dysregulated autophagy by circulating lipids might therefore contribute to the energy failure of photoreceptors driving neovascular eye diseases, and FFAR1 may be a target for intervention.

## Introduction

Neovascular age-related macular degeneration (NV-AMD) is the leading cause of vision loss in aging adults, and retinal angiomatous proliferation (RAP) occurs in 12%–15% of individuals with NV-AMD (1). Diseases of the macula, such as AMD, are likely to be more susceptible to dysregulations in energy metabolism. The macula contains the highest cone photoreceptor density with abundant mitochondria and high energy requirements (2, 3). Hence, a primary energy failure of photoreceptors was hypothesized to signal an increase in vascular supply to offset unmet neuronal energy demands in NV-AMD. Retinal neurons were classically believed to rely mainly on glucose to generate ATP (4, 5). We recently showed that fatty acids could also be oxidized by photoreceptors (6). The origin of these lipids is unknown, but a potential source is intracellular substrates controlled by autophagy. However, the adaptation of photoreceptors to nutrient scarcity or abundance regulated by autophagy has not been extensively studied (7). Although dyslipidemia (8) and disrupted autophagy (9, 10) have been previously associated with AMD, their role in the etiology of vascular disease has not been established.

Autophagy, or cellular cannibalism, is an evolutionary adaptation to starvation, improving metabolic efficiency by scavenging intracellular substrates used to fuel mitochondria or rebuild cell components (11). Recycling defective proteins and organelles is also a critical housekeeping role of autophagy, particularly in postmitotic neurons (12). Autophagy shapes the development of the visual system (13). Conditional deletion of autophagy-related genes (*Atg*) in photoreceptors disrupts mitochondrial volume and structure, leading to photoreceptor cell death and vision loss (14–16). In retinal pigment epithelial (RPE) cells, which line the posterior segment of the eye, autophagy recycles visual retinoids shed by photoreceptors to support vision (17). Finally, dysregulated RPE autophagy in patients with AMD results in metabolite changes (9, 10, 18). Hence, autophagy sustains vision and likely contributes to retinal energy metabolism, but the mechanisms disrupting autophagy in eye diseases, such as AMD, remain to be elucidated.

Autophagy of lipids, or macrolipophagy (19), is stimulated by starvation to provide energy by utilizing cytosolic lipid stores. Conversely, excess lipid impedes autophagy, giving rise to a phenotype reminiscent of metabolic syndrome (20, 21). Nutrient sensors that regulate autophagy have been identified for glucose and amino acids but not lipids (22, 23). Free fatty acid receptor 1 (FFAR1; GPR40) is expressed in pancreatic beta cells (24), the CNS, and the retina (25). Importantly, FFAR1 is a low-affinity receptor activated by micromolar concentrations of medium- and long-chain fatty acids (25), suggesting that it may be particularly active following loading, such as a lipid-rich meal. FFAR1 is, therefore, an ideal sensor of lipid surges, which may signal to curtail autophagy and oxidative metabolism when nutrient supply exceeds the metabolic needs of photoreceptors.

Lipid metabolism and autophagy are regulated by transcription factor EB (TFEB) (26). TFEB governs a transcriptional network (CLEAR network) that promotes both lysosomal biogenesis (27) and fatty acid β-oxidation (26, 28). TFEB is retained in the cytoplasm and inactivated when phosphorylated. In the presence of nutrients, mTORC1 forms a major kinase complex that phosphorylates and inactivates TFEB. Conversely, nutrient scarcity sensed by mTORC1 suppresses TFEB phosphorylation and allows calcineurin to dephosphorylate TFEB, which then translocates to the cell nucleus to initiate autophagy (27, 29). Calcineurin is a calcium-dependent phosphatase highly expressed in the retina (30), working downstream and independently of mTORC1. Even during starvation, depletion of calcineurin restrains TFEB activity and autophagy (31). Although the mechanism regulating calcineurin activity is only partially understood, phosphorylation of serine 197 was shown to decrease its phosphatase activity (32–34). Hence, nutrient scarcity triggers a transcriptional program governed by TFEB to produce energy from lipids and autophagy, which may be important in the retina.

Here, we examined the hypothesis that autophagy provides an alternative fuel source for photoreceptors during nutrient scarcity and is abrogated by high circulating lipid (lipid loading). The VLDL receptor (VLDLR) facilitates the uptake of fatty acids in tissues capable of lipid β-oxidation, such as the heart and retina (35). To explore the role of elevated levels of circulating lipids on retinal autophagy and energy metabolism, we used *Vldlr-*deficient *(Vldlr*^–/–^) mice that had reduced fatty acid uptake into cells and high circulating triglyceride-derived lipid levels. Murine retinas do not form a macula, a significant limitation of all NV-AMD murine models. Still, *Vldlr*^–/–^ photoreceptors are energy deficient and drive the formation of retinal vascular lesions reminiscent of RAP, a subtype of neovascular AMD (6, 36) and later choroidal neovascularization (36). We showed that high levels of extracellular lipids detected by FFAR1 in photoreceptors could suppress TFEB activity and autophagy, sirtuin-3 levels, and mitochondrial respiration. The abundance of circulating lipids from decreased uptake in *Vldlr*^–/–^ mice triggered a decline in autophagy that exacerbated the energy failure of photoreceptors, stimulating VEGFA production to drive compensatory albeit pathological angiogenesis. Autophagy, therefore, provides a source of fuel for mitochondrial respiration in photoreceptors and may be suppressed by high circulating lipids contributing to neovascular eye diseases.

## Results

### Autophagy is suppressed in the Vldlr^–/–^ mouse model of RAP-like neovascularization.

We previously showed that *Vldlr*^–/–^ mice retinas develop RAP-like neovascular lesions that invade the energy-deficient photoreceptor outer nuclear layer (Figure 1A) (6). 

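Single cells of mouse retinas at postnatal day 14 (P14) were profiled by Drop-seq, which encloses each cell in a droplet with a barcoded bead and counts the 3′ ends of its mRNAs by unique molecular identifiers (UMIs). The libraries, sequenced on an Illumina NextSeq 500, came from 1 WT retina and 3 retinas labeled Vldlr KO. The paper's WT group also held 2 retinas of another study (Macosko et al.), which were not used here, so every comparison sets 1 WT retina against 3. The authors deposited UMI counts for 25478 genes in each cell barcode, without normalization. Table S4 names dropSeqPipe with Drop-seq tools, and because the paper's text does not name a genome build, no gene coordinates are given. Gene symbols are written in capitals, as the files give them. The WT retina held 3354831 UMIs over 2800 barcodes. Vldlr KO 1, 2 and 3 held 5024695, 3176354 and 3861247 UMIs over 3993, 4296 and 3000 barcodes. The filter the paper states was applied, which leaves out cells with fewer than 500 genes or more than 10% mitochondrial transcripts, here taken as a percent of UMIs. It kept 1553 cells of the WT retina and 2527, 1492 and 1756 cells of Vldlr KO 1, 2 and 3, or 7328 of 14089 barcodes. The paper reports 3801 WT cells from its 3 retinas and 5642 *Vldlr*-/- cells, against 1553 WT cells of 1 retina and 5775 cells of 3 retinas here. The targeted gene itself, VLDLR, was not lower in the retinas labeled Vldlr KO. By its own assay of retinal mRNA (Figure 3B), the paper reports reduced *Vldlr* in heterozygous mice and describes *Vldlr*-/- mice as deficient. That assay and counts of 3′ ends are unlike measures. Over all barcodes the WT retina had 96.0 VLDLR CPM, the UMIs of a gene scaled by the total UMIs (322 UMIs, exact Poisson 95% confidence interval 85.8 to 107). Vldlr KO 1 had 109.9 (552 UMIs, interval 100.9 to 119), Vldlr KO 2 had 201 (640 UMIs, 186 to 218) and Vldlr KO 3 had 109.8 (424 UMIs, 99.6 to 121). These intervals, like all others here, cover counting error only. The genotypes are therefore given as the labels state them, and a direction means the retinas labeled Vldlr KO relative to the WT retina. Sex-linked transcripts also separated the labels: XIST had 12082 UMIs in the WT retina and 3, 3 and 2 in Vldlr KO 1, 2 and 3, whereas DDX3Y had 1 UMI in the WT retina and 648, 470 and 582 in the others. For differential expression, UMIs were summed per retina over the cells of a type, because the retina and not the cell is the replicate; the paper's negative binomial model compared cells. The sums were compared with edgeR's quasi-likelihood test after TMM normalization, with low-count genes removed by filterByExpr and p-values adjusted by the Benjamini-Hochberg method. The spread rests on 2 residual degrees of freedom among the retinas labeled Vldlr KO, so the lone WT retina is assumed to vary as they do. Log2 fold changes are Vldlr KO minus WT. An exact permutation test of 1 retina against 3 cannot give a p-value under 0.25 and was not used. Counts were also simulated for 8036 photoreceptor genes of these retinas, with genes changed only above a minimum of expected UMIs. The edgeR test recovered 58% of genes lowered 8-fold in the retinas simulated as Vldlr KO and 48% of those lowered 4-fold. It recovered 8% of genes raised 2-fold and 0% of those raised 1.5-fold, or 28.5% of 200 changed genes in all. Large rises and small falls were not simulated, so these shares do not separate the size of a change from its direction.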

To unbiasedly explore the cause of this energy deficit in *Vldlr*^–/–^ retinas, we characterized the heterogeneity of individual retinal cells using single-cell transcriptomics (37). We clustered and annotated individual retinal cell types using known gene markers (Figure 1B and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.154174DS1). 

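Clustering split the 7328 cells into 29 clusters, which were named only after marker genes that were raised in them. A name therefore means a cluster that is like the cell type, and it was not taken from an annotation by the authors. Rod-like cells formed 2 clusters, led by SLC24A1, CNGA1 and GNAT1 or by SAMD7 and NR2E3. Cone-like cells also formed 2, led by PDE6H, PDE6C, ARR3 and OPN1MW or by AGR2, CLCA3 and OPN1SW. Bipolar-like cells formed 8 clusters (SEBOX and PRKCA led the largest), and amacrine-like cells formed 5 (CBLN2, C1QL2, GAD1 and GAD2 led the largest). Of the Müller glia–like clusters, the one of 398 cells was led by SPC25, KCNJ10, VCAM1 and AQP4. The other, of 423 cells, had all 8 Müller glia markers raised but was led by the stress and immune response genes MAFF, IRF1, ATF3, ZFP36 and SOCS3. Single clusters were named after horizontal cells (LHX1, ONECUT3), retinal ganglion cells (NRN1, POU4F1, SLC17A6, SNCG), endothelial cells (CLDN5, LY6C1, CDH5), pericytes (KCNJ8, RGS5), astrocytes (PAX2, S100B, GFAP) and microglia (C1QA). The remaining 4 clusters stayed unnamed and held 10.1% of WT cells and 6.93%, 11.6% and 8.94% of cells of Vldlr KO 1, 2 and 3. The largest of them, with 516 cells, was led by PRDM13 and EBF3 and raised under 3 markers of any type. A cluster of 47 cells led by the ciliary epithelium genes OPTC, BEST2 and WIF1 was kept out of Müller glia by a rule made after the clusters were seen; it held 8 WT cells and 20, 4 and 15 cells of Vldlr KO 1, 2 and 3. Photoreceptors, the rods and cones together, made up 17.2% of WT cells (267 cells, exact binomial 95% interval 15.3 to 19.2). They made up 25.8%, 21.3% and 25.4% of cells of Vldlr KO 1, 2 and 3 (652, 318 and 446 cells). Rods were 10.6% of cells in the WT retina against 17.9%, 11.7% and 17.4%, and cones were 6.57% against 7.91%, 9.58% and 7.97%. Bipolar cells (35.9% of WT cells) and Müller glia (12.2%) lay within the range of the retinas labeled Vldlr KO, which was 32.2% to 37.4% and 9.22% to 12.8%. Amacrine cells, at 20.0%, lay above theirs (15.7% to 17.6%). With 1 WT retina these shares were not tested. A stricter minimum of 900 genes per cell moved the share of photoreceptors most, to 9.19% in the WT retina and a mean of 12.1% in the 3 others. Clustering at resolution 2 moved WT cones and WT Müller glia further than it did, to 5.09% and 11.6%. With 900 genes they were 6.01% and 12.5%. Scrublet called 107 cells (1.46%) doublets, 73 of them in Vldlr KO 3, and these were kept unless stated.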

Next, we prioritized the cell types most responsive to biological perturbations in our single-cell data, using a recently published machine-learning framework called Augur (38). Photoreceptors, both cones and rods, as well as endothelial cells, were identified by machine learning as the top 3 most perturbed cell types in the *Vldlr*^–/–^ neovascular RAP model (Figure 1C). 

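The prioritization was rebuilt after Augur's design with a random forest of 100 trees on 500 variable genes, trained to tell WT from Vldlr KO cells of one type with 3-fold cross-validation. To give each type the same number of cells, 9 cells per group were drawn 50 times, since the WT retina held 9 endothelial cells. An area under the curve (AUC) of 0.5 means no separation. Cones ranked first of 9 cell types with an AUC of 0.922, rods eighth with 0.685 and endothelial cells last with 0.473. Bipolar cells (0.895), amacrine cells (0.847) and Müller glia (0.843) ranked between cones and rods, as did retinal ganglion cells (0.732), horizontal cells (0.709) and pericytes (0.70). The same classifier was then asked to tell pairs of retinas labeled Vldlr KO apart, which gives the separation reached between retinas that share a label. For cones the 3 pairs reached 0.535 to 0.708 and for rods 0.523 to 0.585, both below the value against WT. For endothelial cells all 3 pairs, at 0.606 to 0.858, lay above the value against WT. For horizontal cells the pairs spanned it, at 0.545 to 0.939. The value against WT pools the 3 retinas, whereas a pair sets single retinas against each other. The WT retina was therefore also set against each of the 3 singly. AUC was then 0.880 to 0.952 in cones and 0.682 to 0.702 in rods, above all their pairs. In endothelial cells it was 0.533 to 0.656 and in horizontal cells 0.744 to 0.946, both overlapping their pairs. XIST was among the variable genes in 8 of the 9 types, and none of the 6 sex-linked genes was among them in endothelial cells. Leaving out XIST, TSIX, DDX3Y, EIF2S3Y, KDM5D and UTY moved the AUC to 0.537 in cones, 0.457 in rods and 0.490 in endothelial cells. Without these 6 genes, all 9 cell types lay at or below their highest pair of retinas labeled Vldlr KO. Retinal ganglion cells ranked first with 0.549. Those values also pool the 3 retinas. With each retina taken singly, the highest value against WT passed the highest pair in cones (0.712 against 0.692) and Müller glia (0.733 against 0.732). In the other cell types it did not. Thinning each cell to 500 UMIs also changed the order, with rods first at 0.651, cones at 0.531 and endothelial cells at 0.451. Rods then lay inside the range of their pairs of retinas labeled Vldlr KO, 0.519 to 0.671. No cell type lay above its highest pair after thinning. With each retina labeled Vldlr KO left out in turn, AUC stayed within 0.883 to 0.911 in cones, 0.692 to 0.717 in rods and 0.496 to 0.584 in endothelial cells, and bipolar cells ranked first each time.

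**Figure D1:**
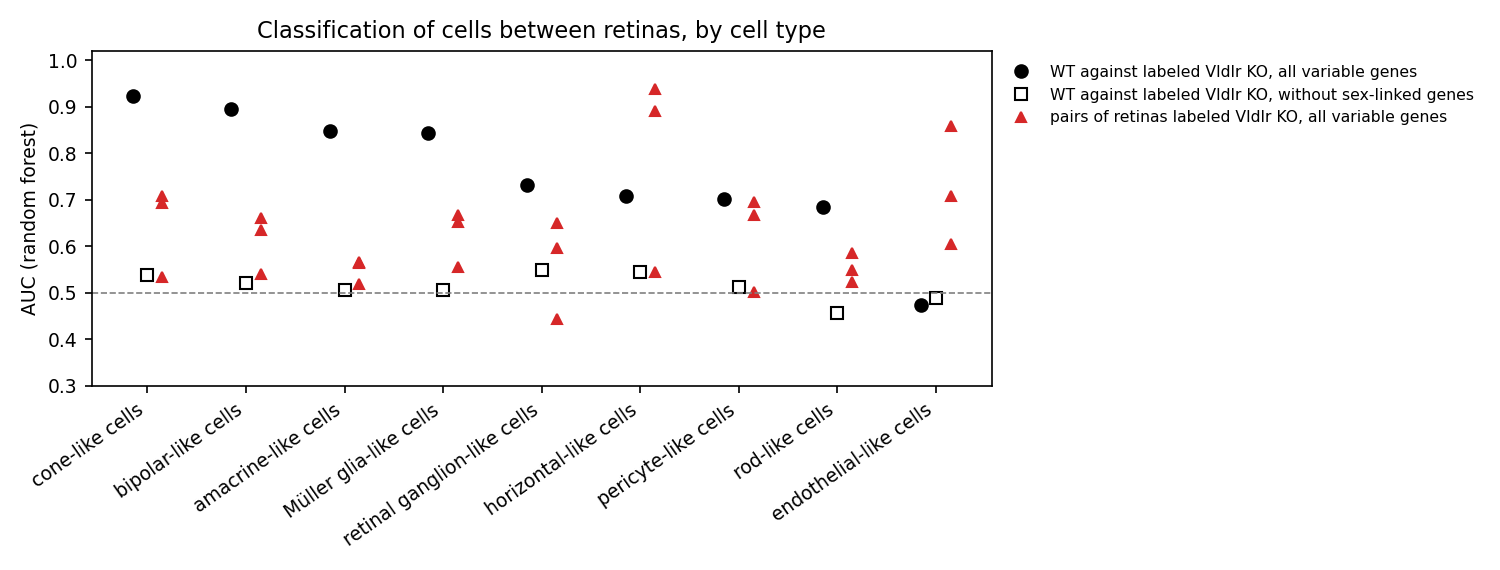
AUC (y axis, no unit) of the random forest in each of 9 cell types (x axis): WT cells against cells of the retinas labeled Vldlr KO with all variable genes, the same without 6 sex-linked genes, and each of the 3 pairs of retinas labeled Vldlr KO. With all genes, cones are highest at 0.922 and endothelial cells lowest at 0.473. Without the sex-linked genes no type's AUC of WT against the 3 pooled retinas lies above its highest pair.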

Interestingly, *VLDLR* expression was predominantly detected in photoreceptors (cones more than rods), both in mice and human retinas (39) by single-cell transcriptomics (Supplemental Figure 2, A and B). 

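In the mouse retina, VLDLR was counted as CPM within each cell type of the WT retina; the human data were not analyzed here. Rods had 196 CPM (33 UMIs, exact Poisson 95% interval 135 to 275) and cones 163 (24 UMIs, 104 to 243). Rods and cones therefore had overlapping intervals, and an order between them was not detectable at this depth. Bipolar cells had 99.9 (interval 79.6 to 124), amacrine cells 48.5 (34.5 to 66.2) and Müller glia 26.5 (11.5 to 52.3), so photoreceptors, at 180.4 (137 to 234), exceeded each of them beyond counting error. No VLDLR UMI was found in 9 endothelial cells or in 16 pericytes, which allows a share of up to 33.3% and 18.8% of such cells with a UMI. A VLDLR UMI was seen in 16.4% of rods and 19.6% of cones, at median depths of 877 and 1274 UMIs per cell. Free RNA can place a UMI in cells that do not express a gene, and in Müller glia, set beside photoreceptors for that reason, the share was 4.21% at a median of 1361 UMIs. After thinning every cell to 500 UMIs, which left out no cell, the shares were 9.09% of rods and 8.82% of cones. At that depth 4.85% of bipolar cells, 2.25% of amacrine cells and 0 of 190 Müller glia had one, the last allowing up to 1.58%. The retinas labeled Vldlr KO carried VLDLR UMIs in the same cell types. Their rods had 242, 287 and 200 CPM in Vldlr KO 1, 2 and 3, and their cones 162, 426 and 214. In rods and cones summed, edgeR's quasi-likelihood test gave VLDLR a log2 fold change of 0.50 toward the label Vldlr KO (SE 0.34, adjusted p = 0.999), higher than WT in 3 of 3 retinas. Cones had more VLDLR than rods in Vldlr KO 2 and 3 and less in the WT retina and Vldlr KO 1.

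**Figure D2:**
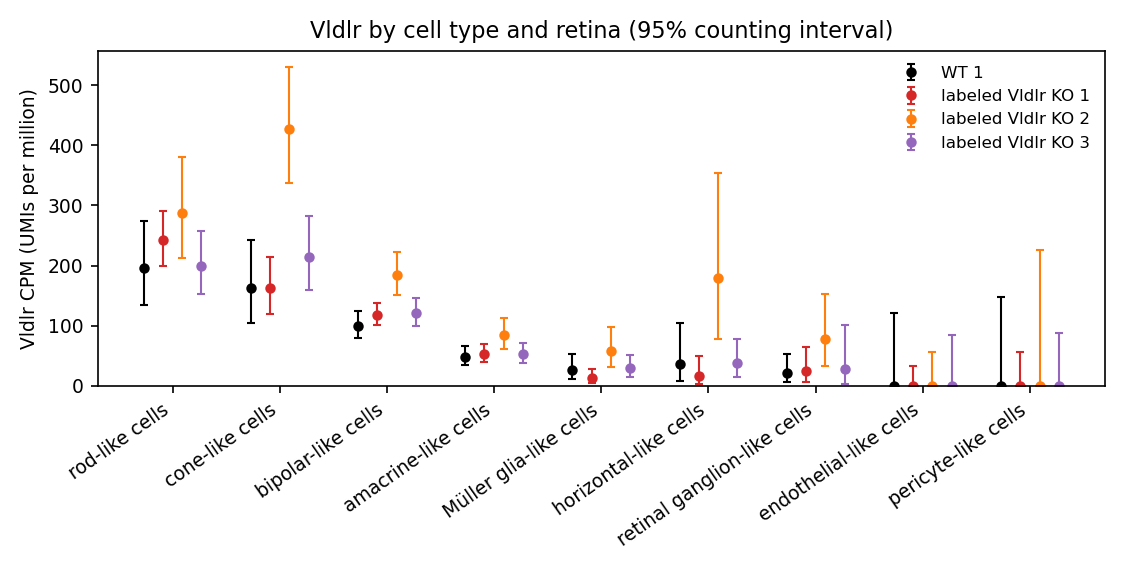
VLDLR CPM (y axis) in each cell type (x axis) of the WT retina and of Vldlr KO 1, 2 and 3, with exact Poisson 95% intervals as error bars. In the WT retina rods (196) and cones (163) overlap in their intervals and lie above amacrine cells (48.5) and Müller glia (26.5), and cones of Vldlr KO 2 are highest at 426.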

We therefore focused our analysis on the *Vldlr^–/–^*-induced transcriptomic perturbations in photoreceptors. 

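Summed over rods and cones, the retinas held 315924 (WT), 759094, 354627 and 538474 UMIs (Vldlr KO 1, 2 and 3), and 8036 genes passed the filter on low counts. The edgeR quasi-likelihood test called 12 of them at an adjusted p under 0.05, 9 higher and 3 lower in the retinas labeled Vldlr KO, while 300 had an unadjusted p under 0.05. Of the 12, 6 were the sex-linked genes, with XIST and TSIX at 0 UMIs in all 3 retinas labeled Vldlr KO (adjusted p = 1.17e-159 and 3.78e-44) and DDX3Y, EIF2S3Y, KDM5D and UTY at 1 UMI or none in the WT retina. The other 6 were no longer called without Vldlr KO 2, although in rods alone MT-RNR2 still was (adjusted p = 0.00732). GUCA1B had a log2 fold change of 2.30 (SE 0.41, adjusted p = 2.80e-05), yet its CPM was 57.0 in the WT retina and 79.0, 773 and 48.3 in Vldlr KO 1, 2 and 3; without Vldlr KO 2 its log2 fold change was 0.19. HSPA8 (log2 fold change 2.39, adjusted p = 1.38e-05) stood at 53.8 against 59.3, 792 and 53.9. RPL3, HMGB1 and RPS3A1 had no or few UMIs in the WT retina and 231, 237 and 282 CPM in Vldlr KO 2 alone, against at most 42.7 in any other retina; these genes have near-identical copies, so their counts are uncertain. The mitochondrial ribosomal RNA MT-RNR2 was lower (log2 fold change −0.87, SE 0.19, adjusted p = 0.00264), with 11291 CPM in the WT retina against 10378, 3598 and 4503. A minimum of 900 genes per cell gave 10 called genes, 5 of them among the 12; removing the called doublets left 4, clustering at resolution 0.5 or 2 left 5, and DESeq2's Wald test called 2, with 46 at an unadjusted p under 0.05. In rods alone 7 genes were called of 5913 and in cones alone 4 of 5645; all 4 in cones were sex-linked. Of the 12 calls in photoreceptors, 2 are genes the paper draws for the pathways of Figure 1D, GUCA1B for phototransduction and HMGB1 for autophagy, and both were higher. A list of 20 rod phototransduction genes, written before the data were examined, had a median log2 fold change of 0.11 (13 higher, 7 lower; unadjusted camera p of 0.281, adjusted p = 0.711). Its median against the WT retina was 0.32 in Vldlr KO 1, −0.06 in Vldlr KO 2 and −0.04 in Vldlr KO 3, so 2 of 3 retinas lay below WT. The median log2 fold change was 0.22 in rods alone and −0.14 in cones alone, and the test of that difference did not pass either (adjusted p = 0.206). A list of 12 cone phototransduction genes had a median of 0.06 with 6 genes on each side (unadjusted p of 0.897, adjusted p = 0.958), and in rods alone its median was −0.37. Adjusted over the list alone, 1 rod and 0 cone phototransduction genes were called, against 1 and 0 adjusted over all genes.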

Among the differentially expressed genes (DEGs) in *Vldlr^–/–^* photoreceptors (103 upregulated genes, 626 downregulated genes, adjusted *P* < 0.05, Supplemental Table 1), aldosterone synthesis, phototransduction, and autophagy were the most enriched pathways in this RAP model (Figure 1D). 

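Genes drawn in the dot plot for autophagy, phototransduction and aldosterone synthesis were looked up one by one in rods and cones summed per retina. The 10 autophagy genes are HMGB1, PPP2CA, DDIT4, LAMP1, RB1CC1, PIK3CA, WIPI2, MAP2K2, SH3GLB1 and TRP53INP2. In the retinas labeled Vldlr KO, 9 had a log2 fold change above 0 and 1, TRP53INP2, was below it at −0.18 (SE 0.37, adjusted p = 0.999 in edgeR's quasi-likelihood test). HMGB1 was the only one called (adjusted p = 0.000605), and its adjusted p no longer passed the threshold without Vldlr KO 2, which held 84 of its UMIs against 3, 22 and 23 in WT, Vldlr KO 1 and Vldlr KO 3. PPP2CA had a log2 fold change of 0.55 (SE 0.40) and a higher CPM in 3 of 3 retinas than in the WT retina. TRP53INP2 had a lower CPM in 3 of 3, with 110.8 in the WT retina and 81.7, 107 and 109.6 in Vldlr KO 1, 2 and 3. DDIT4 (0.36), LAMP1 (0.28), RB1CC1 (0.19), PIK3CA (0.13), WIPI2 (0.09), MAP2K2 (0.05) and SH3GLB1 (0.04) had the WT value inside the range of the other 3 retinas. Each of these 7 fell below 0 when 1 retina labeled Vldlr KO was left out. The WT retina carried 17 to 65 UMIs of each of the 10 genes apart from HMGB1, so small changes were not detectable at this depth. Among the phototransduction genes the dot plot draws lower, SLC24A1 (0.39), CNGA1 (0.34), PDE6A (0.26), CNGB1 (0.25), GNAT1 (0.21), PDE6B (0.04) and GUCA1B were all above 0, and GUCA1B alone was called. RGS9 (−0.16) and GNAT2 (−0.10), which it draws higher, were below 0; without Vldlr KO 3, GNAT2 moved to 0.03. Of the aldosterone synthesis genes, ATP2B1 was at 0.21 and ATP1B2, CAMK2B and NR4A1 lay between −0.09 and −0.06, with none called and none under an unadjusted p of 0.05. Adjusted over the list alone, 1 autophagy gene and 1 of the phototransduction genes drawn lower were called, the same numbers as over all genes; because the study chose these genes on data that include these retinas, that is not independent evidence.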

Dot plot representation of the DEGs underlying these pathways highlighted the important downregulation of autophagy-related genes in *Vldlr*^–/–^relative to WT photoreceptors (Figure 1E). Moreover, gene set enrichment analysis (GSEA) for autophagosome formation was significantly suppressed in *Vldlr*^–/–^compared with WT photoreceptors (Supplemental Figure 2C). 

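The members of the gene set used in the paper are not listed in its text, so a list of 56 autophagy genes was written before the data were examined. In photoreceptors 48 of them were tested, and their median log2 fold change was 0.09 with a mean of 0.13 (28 higher and 20 lower in the retinas labeled Vldlr KO). Limma's camera test with an inter-gene correlation preset at 0.01 gave an unadjusted p of 0.446, or 0.721 after adjustment over 63 tests of 7 lists in 9 cell types. The same list gave an unadjusted p of 0.15 with fry, 0.453 with camera's estimated correlation and 0.481 with pre-ranked fgsea. No gene of the list was called, either over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Lowering 47 genes of the list to 0.7-fold in simulated photoreceptor counts was detected by camera with an unadjusted p of 1.46e-09. Its adjusted p of 1.02e-08 is over 7 lists in the simulation and not over 63 tests. The simulation assumed a biological coefficient of variation of 0.2 between retinas and drew each gene independently of the others. The list's median log2 fold change in it was −0.67, beyond the −0.51 that was set. It therefore does not show that camera would detect such a fall in these retinas, where genes of a list may vary together. Among the alternatives that keep rods and cones together, a stricter minimum of 900 genes per cell gave the highest median, 0.11, and leaving out Vldlr KO 1 the lowest, 0.00. In rods alone the median was 0.15 and the mean 0.09, whereas camera's direction was down (unadjusted p of 0.978); in cones alone the median was 0.16 (unadjusted p of 0.232). The difference between rods and cones, tested as an interaction, was not past the threshold (adjusted p = 0.394). In the other tested cell types the median of the autophagy list ran from −0.31 in pericytes, with 7 genes tested, to 0.14 in horizontal cells, and all adjusted p-values were above 0.05. Endothelial cells, microglia and astrocytes had fewer than 10 cells in at least 1 retina and were not tested. A second list held the 27 autophagy and lysosome genes that Table S3 lists as qPCR targets. Of these, 26 were tested, with 13 higher and 13 lower, a median of 0.03 and a mean of 0.10 (unadjusted camera p of 0.864, adjusted p = 0.958). Without Vldlr KO 2 its median was −0.03, and adjusted over the list alone 1 gene was called against 0 over all genes.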

We next dissected the transcriptional signature of key autophagy genes in *Vldlr*^–/–^ retinas compared with the control (Figure 2A). Interestingly, we observed a global reduction in genes critical to autophagy initiation and elongation; in autophagy-linked receptors; and in genes implicated in lysosomal function and fusion, such as v-ATPases subunits, lysosomal proteases, membrane subunits, and vacuolar fusion proteins (Figure 2B). Hence, we unbiasedly identified autophagy as one of the most transcriptionally downregulated pathways in *Vldlr*^–/–^ photoreceptors.

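For the autophagy list in photoreceptors, each retina labeled Vldlr KO was also set against the WT retina on its own. The median log2 ratio over the list was 0.05 for Vldlr KO 1, −0.03 for Vldlr KO 2 and 0.07 for Vldlr KO 3, so 1 of 3 retinas lay below the WT retina. When each retina labeled Vldlr KO was taken in turn as the lone one, the median log2 ratio of the other 3 over it was −0.04, 0.07 and −0.06 for Vldlr KO 1, 2 and 3, next to 0.09 for the WT retina. Those 3 splits gave camera p-values of 0.877, 0.976 and 0.522. In those splits the other 3 include the WT retina, and 2 of the 3 splits also gave called genes in photoreceptors, with XIST and TSIX among them for Vldlr KO 1 and for Vldlr KO 2. Taking Vldlr KO 2 as the lone retina gave 111 called genes with the edgeR test, Vldlr KO 1 gave 20 and Vldlr KO 3 gave 0, with 861, 274 and 304 genes at an unadjusted p under 0.05. From the pathways enriched among its differentially expressed genes, the dot plot of their members, the autophagosome gene set (Figure 1, D and E, and Supplemental Figure 2C) and mRNA of autophagy genes in retinas (Figure 2B), the paper concludes that autophagy is among the most transcriptionally downregulated pathways in *Vldlr*-/- photoreceptors.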

We then used the autophagy reporter mouse CAG-RFP-EGFP-LC3 to characterize autophagy flux in the mouse retina. *Map1lc3b* (or LC3B) is a marker of autophagosome membrane expansion and fusion events, and dual fluorescent labeling tracks phagocytic compartments based on their acidity. Combined EGFP and red fluorescent protein (RFP) fluorescence yields a yellow signal within autophagosomes. After the fusion of autophagosomes with acidic lysosomes, the EGFP signal is quenched while the more resistant RFP signal persists. Autophagy flux can be measured by comparing the relative expression of yellow (autophagosomes) and red fluorescence (autolysosomes) in autophagy reporter mice (Supplemental Video 1). In line with our single-cell transcriptomics results, higher autophagy flux colocalized with photoreceptors in reporter mice (Figure 2C). We crossed the *Vldlr*^–/–^ mouse with the CAG-RFP-EGFP-LC3 reporter mouse to measure autophagy flux in our murine RAP model. Compared with control retinas, autophagy flux was reduced by more than 60% in *Vldlr*^–/–^ retinas (Figure 2D). Moreover, p62/SQSTM1 protein that is generally degraded by autophagy was found to accumulate in *Vldlr*^–/–^ retinas, mostly in photoreceptor inner and outer segments by immunofluorescence (Figure 2, E and F) and by Western blot (Figure 2G). These results confirmed that autophagy flux was reduced in photoreceptors in RAP-like *Vldlr*^–/–^retinas.

### Triglyceride-derived lipids curb autophagy in photoreceptors.

We proceeded to examine possible causes of decreased autophagy in *Vldlr*^–/–^ photoreceptors. VLDLR facilitates the uptake of fatty acid in tissues capable of lipid β-oxidation, such as the retina, and we previously showed that long-chain fatty acids are fuel substrates of photoreceptors (6). We first assessed whether reduced VLDLR expression could impede fatty acid uptake by photoreceptors and directly affect autophagy. Unlike *Vldl*r^–/–^ mice, the heterozygous *Vldlr*^+/–^ mouse crossed with the CAG-RFP-EGFP-LC3 reporter mouse had preserved retinal autophagy flux similar to WT controls (Figure 3A), despite having reduced *Vldlr* expression levels (Figure 3B). Hence, the level of *Vldlr* expression did not directly affect retinal autophagy. We therefore hypothesized that excess circulating lipid nutrients in *Vldlr*^–/–^ mice could regulate autophagy in photoreceptors and influence the development of neovascular AMD. Indeed, *Vldlr*-deficient mice (Figure 3B) with elevated triglyceride levels (Figure 3C) also had decreased photoreceptor autophagy flux (Figure 3A) and developed pathological RAP-like neovessels (Figure 1A). Heterozygous *Vldlr*^+/–^ mice, with sufficient VLDLR receptors to maintain normal circulating triglyceride levels (Figure 3C), formed normal retinas devoid of pathological neovessels (6). These results are consistent with circulating triglyceride regulating retinal autophagy in RAP-like *Vldlr*^–/–^ retinas.

Lipids stimulate or curtail autophagy in the liver, depending on dose and duration of exposure (40), but how lipids regulate autophagy in the neural retina is undefined. We thus examined the effects of circulating lipid levels on retinal autophagy. Retinal autophagy flux was increased by starvation in WT mice (Figure 3D), suggesting that autophagy may participate in the metabolic adaptation of the retina to reduced nutrient availability. Contrarily, WT pups fed with medium-chain triglyceride oil (MCT, gavaged), whether starved or not prior to treatment, showed a decreased number of autophagosomes (yellow puncta; 40%, *P* <0.001) and autolysosomes (red puncta; 49%, *P* < 0.0001) in photoreceptors (Figure 3D). MCT oil is composed of mid- to long-chain fatty acids (C8-C16), comparable to the circulating lipid profile of *Vldlr*^–/–^ mice (6). MCT is readily absorbed and yields predictable and timely increases in circulating triglyceride levels in WT and *Vldlr*^–/–^ mouse pups (Figure 3E), analogous to those reported in humans (41). These results were consistent with circulating triglyceride regulating autophagy in RAP-like *Vldlr*^–/–^ retinas.

We next investigated how circulating lipids regulate autophagy. Lipid metabolism and autophagy are coregulated by TFEB (26), which governs a transcriptional network (CLEAR network) promoting lysosomal biogenesis (27) and fatty acid β-oxidation (26, 28). TFEB expression was suppressed in *Vldlr*^–/–^ mice (Figure 3F) with elevated triglyceride levels (Figure 3C) but not in heterozygous *Vldlr*^+/–^ mice with triglyceride levels comparable to WT controls. Moreover, treatment with MCT increased triglyceride levels in WT and *Vldlr*^–/–^ mice and suppressed retinal TFEB expression (Figure 3G). Hence, in contrast to starvation that increased autophagy, lipid loading suppressed TFEB expression and retinal autophagy.

### FFAR1 suppresses TFEB.

We reasoned that a lipid cell membrane receptor might regulate TFEB activity and autophagy. We previously identified the presence of known lipid receptors in the retina (6), and among them, FFAR1 was abundant in photoreceptors by RNAscope in situ hybridization (Supplemental Figure 3A). Unbound free fatty acids detected by FFAR1 are liberated from circulating triglycerides by lipoprotein lipases at the cell surface (42). We therefore examined whether FFAR1 is a lipid sensor able to regulate autophagy and lipid metabolism through TFEB signaling in photoreceptors (Figure 4A). The downstream transcriptional network of TFEB (CLEAR network) was specifically repressed in *Vldlr*^–/–^ photoreceptors (Figure 4B). 

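A list of 83 genes of the CLEAR network, the lysosomal and autophagy genes under TFEB, was written before the data were examined, since the paper's text does not list the members it used. In photoreceptors 64 were tested, 36 lower and 28 higher in the retinas labeled Vldlr KO, with a median log2 fold change of −0.04 and a mean of −0.11. Camera gave an unadjusted p of 0.0582 (adjusted p = 0.282), fry 0.129 and camera with an estimated correlation 0.239. Pre-ranked fgsea gave an unadjusted p of 0.0423, which did not pass after adjustment (0.254). No gene was called over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The median over single retinas was −0.17 for Vldlr KO 1, 0.01 for Vldlr KO 2 and −0.07 for Vldlr KO 3, each against the WT retina. With no filter on low counts the median was 0.06 while camera's direction remained down (unadjusted p of 0.278). Leaving out 1 retina labeled Vldlr KO in turn gave medians between −0.09 and −0.01. In rods alone the median was 0.06 (unadjusted camera p of 0.868) and in cones alone −0.01 (unadjusted p of 0.333). Outside photoreceptors, the median was −0.07 in bipolar cells, 0.01 in amacrine cells and 0.03 in Müller glia, with adjusted p-values of 0.712, 0.978 and 0.912. A difference between photoreceptors and these other types was not tested for the list. TFEB itself had 1, 1, 4 and 1 UMIs in photoreceptors of WT and Vldlr KO 1, 2 and 3, too few to test.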

TFEB activity is determined by its phosphorylation; it is retained in the cytoplasm and inactive when phosphorylated. We then screened for upstream pathways known to phosphorylate TFEB and that were differentially expressed in *Vldlr*^–/–^ photoreceptors. Calcineurin signaling was strongly suppressed in *Vldlr^–/–^* photoreceptors by single-cell analysis of curated gene enrichment sets (Figure 4C). 

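Calcineurin is assembled from the catalytic subunits PPP3CA, PPP3CB and PPP3CC and the regulatory subunits PPP3R1 and PPP3R2. In photoreceptors, edgeR's quasi-likelihood test gave PPP3R1 a log2 fold change of 0.81 toward the retinas labeled Vldlr KO (SE 0.38, unadjusted p of 0.0356, adjusted p = 0.999, or 0.142 adjusted over the list alone). It had 76.0 CPM in the WT retina and 138, 124 and 136 in Vldlr KO 1, 2 and 3, higher in 3 of 3. PPP3CA was at 0.24 (SE 0.35), PPP3CB at −0.04 (SE 0.35) and PPP3CC at 0.02 (SE 0.34), the last 2 changing sign when 1 retina was left out. PPP3R2 had 0 UMIs in all 4 retinas. The paper's curated sets are not listed in its text, so a list of 30 calcineurin signaling genes was written before the data were examined. Of the 18 tested in photoreceptors, 11 were lower and 7 higher, with a median of −0.01 and a mean of −0.02 (unadjusted camera p of 0.635, adjusted p = 0.834). The test gave an unadjusted p of 0.625 with fry, 0.691 with an estimated correlation and 0.725 with pre-ranked fgsea. No gene of the list was called over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. Each retina against WT gave a median of −0.09 for Vldlr KO 1 and 2 and 0.07 for Vldlr KO 3. In rods alone the list was on the other side of 0, at 0.10 (unadjusted p of 0.418), and in cones alone at −0.10 (unadjusted p of 0.342); the interaction of rods and cones had an adjusted p of 0.239. Without Vldlr KO 3 the median moved to −0.11 and without Vldlr KO 2 to 0.05.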

Calcineurin is a serine/threonine protein phosphatase that enables TFEB activity (31). Hence, we hypothesized that triglyceride-derived free fatty acids sensed by FFAR1 in photoreceptors signaled through calcineurin to suppress TFEB (Figure 4A).

To establish the causal role of FFAR1 in calcineurin and TFEB signaling, we measured calcineurin expression in *Vldlr*^–/–^ retinas compared with WT and *Ffar1*-deficient *Vldlr*^–/–^ mice. We observed a significant reduction in total calcineurin expression (57%, *P* < 0.05) and a relative increase in calcineurin phosphorylation at serine 197 (69%, *P* < 0.05) (Figure 4D). Calcineurin phosphatase activity was previously shown to be attenuated by phosphorylation of serine 197 (32). Moreover, changes in calcineurin expression mirrored a corresponding reduction in TFEB protein expression (66.4%, *P* < 0.05) and a 5-fold increase in relative TFEB S142 phosphorylation in *Vldlr*^–/–^ retinas (Figure 4E). Both calcineurin and TFEB levels were rescued by deleting *Ffar1* in *Vldlr*^–/–^ mice (Figure 4, D and E), in contrast to other upstream TFEB signaling pathways we examined (Supplemental Figure 3, B–F). Finally, key TFEB transcriptional targets were also rescued in double knockout *Vldlr*^–/–^/*Ffar1^–/–^* retinas, such as autophagy markers ATG5 and *Map1lc3b* (Figure 4F and Supplemental Figure 3, G and H), and the expression of *Pgc1a* and *Ppara* (Figure 4, G and H), essential for mitochondrial biogenesis and lipid metabolism. These results suggest a causal relationship between FFAR1 and TFEB activity.

In vivo observations were then confirmed in vitro using 661W cells derived from cone photoreceptors with some retinal ganglion cell properties (43). FFAR1 lipid agonist palmitate decreased total calcineurin expression and increased its phosphorylation (serine 197) in 661W cells, which were rescued by silencing *Ffar1* (Supplemental Figure 4, A and B). Since TFEB modulates its own expression, we generated a stable 661W cell line containing a *Tfeb* promoter driving a luciferase reporter gene. MCT treatment reduced TFEB transcriptional activity in reporter cells, which was restored by silencing *Ffar1* (Supplemental Figure 4C). When starved, TFEB translocated to the cell nucleus to increase autophagy (Supplemental Figure 4, D and E), which was prevented by treating 661W cells with FFAR1 agonists (GW9508 and MCT; Supplemental Figure 4, D and E). Indeed, more TFEB was retained in the cytoplasm of GW9508-treated cells than in the corresponding nuclear fractions (Supplemental Figure 4F). Hence, a lipid load sensed by FFAR1 also prevented the nuclear translocation of TFEB and curbed autophagy in 661W cells.

### Human vitreous and mouse retina with RAP phenotypes share a common metabolite signature.

Since autophagy helps sustain energy homeostasis in many starved tissues (22), reduced autophagy in the *Vldlr*^–/–^ retina may contribute to the metabolic deficiency associated with the RAP phenotype. Previous work showed that changes in photoreceptors’ activity could be reflected in the vitreous proteome (44). We therefore analyzed the metabolomics profile of vitreous from study participants with NV-AMD, both RAP and choroidal neovascular disease (CNV), and control participants with macular hole (Supplemental Table 2). We then compared human metabolite profiles to mouse *Vldlr*^–/–^ retinas. Human and mouse metabolite profiles were closely correlated by unsupervised principal component (PC) analysis (PC2 and PC3; Supplemental Figure 5A) once we excluded the differences accounted by species (PC1; Supplemental Figure 5B). We detected 223 annotated metabolites in human RAP/CNV vitreous and 128 in *Vldlr^–/–^* retinas; 82 (30.4%) metabolites were detected in both human and mouse samples (Supplemental Figure 5C), with 37 sharing a distinctive signature (Supplemental Figure 5D). The citric acid cycle (TCA) was the most significantly dysregulated pathway of the shared metabolites from human RAP vitreous and mice *Vldlr*^–/–^ retinal samples (Figure 5A). We then focused our analysis on the TCA cycle; metabolites upstream of isocitrate dehydrogenase 2 (IDH2) accrued, while downstream metabolites such as α-ketoglutarate (α-KG) were depleted compared with controls (Figure 5B). Hence, the metabolite profile of human vitreous with neovascular AMD and *Vldlr*^–/–^ retinas with AMD-like RAP lesions were both suggestive of restricted TCA cycle flux at the level of IDH2 (Figure 5C), possibly contributing to decreased metabolic efficiency.

We then investigated how FFAR1 and TFEB could modulate the enzymatic activity of IDH2. TFEB drives the expression of PGC1α (Figure 4G), which in turn binds to the promoter region of sirtuin-3 *(Sirt3)* (45), regulating its expression (Figure 5C). Accordingly, *Tfeb* depletion in 661W cells suppressed TFEB, ATG5, LC3B-II, and SIRT3 protein expression and *Ppara* and *Pgc1a* mRNA expression (Supplemental Figure 6, A–C). SIRT3 is a mitochondrial NAD+ deacetylase and master regulator of mitochondrial energy metabolism (46, 47) targeting IDH2 (48) (Figure 5C). SIRT3 was abundant in the WT retina compared with other sirtuins, yet both its mRNA and protein expression were diminished in *Vldlr*^–/–^ retinas (Figure 5, D and E), specifically in laser microdissected photoreceptors (Figure 5F). 

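Subunits of the mitochondrial respiratory chain were taken as a list of 60 genes, written before the data were examined, and all 60 were tested in photoreceptors; the paper's set holds regulators of electron transport instead. Of these, 44 were lower and 16 higher in the retinas labeled Vldlr KO, with a median log2 fold change of −0.10 and a mean of −0.05 (unadjusted camera p of 0.0710, adjusted p = 0.320). Neither fry (unadjusted p of 0.757) nor camera with an estimated correlation (unadjusted p of 0.750) or pre-ranked fgsea (unadjusted p of 0.882) passed the threshold. The call by camera depended on Vldlr KO 2. Without it the median was −0.24 with an adjusted p of 0.00307 and 51 of 60 genes lower, without Vldlr KO 1 it was −0.02 (adjusted p = 0.998) and without Vldlr KO 3 it was −0.04 (adjusted p = 0.863). Against the WT retina, Vldlr KO 1 had a median log2 ratio of −0.28, Vldlr KO 3 of −0.20 and Vldlr KO 2 of 0.11, so 2 of 3 retinas lay below WT. Each retina labeled Vldlr KO was also taken as the lone one against the other 3, which include the WT retina. In the median of the list, the other 3 lay 0.27 above Vldlr KO 1, 0.30 below Vldlr KO 2 and 0.17 above Vldlr KO 3. Each of these was larger in size than the −0.10 for the WT retina, so the list differed between single retinas whatever their label. In rods alone the median was −0.20 (46 of 59 genes lower, unadjusted camera p of 0.00907, adjusted p = 0.0635), and in cones alone −0.02. Bipolar cells had a median of −0.22 with 53 of 60 genes lower and an adjusted p of 0.00406 by camera, a call that did not hold under fry (unadjusted p of 0.562) or an estimated correlation (unadjusted p of 0.571). A difference between photoreceptors and bipolar cells was not tested for this list. No gene of the list was called over all genes, 4 had an unadjusted p under 0.05 and 1 was called adjusted over the list alone.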

We also found a significant reduction in a gene set expression regulating mitochondrial ATP synthesis–coupled electron transport in *Vldlr*^–/–^ photoreceptors (Figure 5G). Moreover, FFAR1 agonists prevented *Sirt3* expression in starved 661W cells without significant compensation from *Sirt1* or other mitochondrial sirtuins (*Sirt4* and *Sirt5*) (Supplemental Figure 6D). In line with this hypothesis, MCT treatment increased IDH2 acetylation (Supplemental Figure 6E), which is reported to hinder its enzymatic activity (48). A reduction in α-KG was previously shown to stabilize HIF1α and increase VEGFA secretion (6), which drove pathological angiogenesis (Figure 1A). *Ffar1* depletion in *Vldlr*^–/–^ retinas rescued HIF1α stabilization and VEGFA secretion (6). Together, these data suggested a rationale for the TCA cycle metabolite signature contributing to neovascularization in RAP.

### Ffar1 regulates oxidative metabolism and pathological angiogenesis.

Next, we investigated the role of FFAR1 signaling on oxidative metabolism. ATP-linked mitochondrial respiration was restrained by long-term exposure to FFAR1 agonists palmitate and GW9508 in 661W cells derived from photoreceptors (Figure 6, A and B, and Supplemental Figure 6F). Conversely, respiration was rescued by silencing *Ffar1* (Figure 6, C and D). Inhibition of fatty acid β-oxidation with etomoxir, an inhibitor of carnitine palmitoyltransferase I, further reduced ATP-linked respiration of both BSA- and palmitate-treated cells, suggesting lipids may be a source of fuel for energy production (Figure 6, A and B). However, the relative reduction in ATP-linked respiration caused by palmitate exposure was preserved despite etomoxir treatment, in line with a more global transcriptional downregulation of oxidative metabolism and TCA cycle flux (Figure 5). Conditions associated with reduced energy production resulted in increased VEGFA secretion (Supplemental Figure 6, F and G) (6) and the development of pathological neovessels in the photoreceptor layer (Figure 6E). Deleting *Ffar1*^–/–^ in *Vldlr*^–/–^ mice, despite similar circulating triglyceride levels to *Vldlr*^–/–^ mice (Supplemental Figure 6H), restored *Pgc1a*, *Ppara,* and *Sirt3* expression (Figure 4, G and H, and Supplemental Figure 6I) and prevented the formation of RAP-like neovessels (Figure 6E). More importantly, MCT-treated *Vldlr*^–/–^ mice developed more pathological neovascular RAP-like lesions, which were rescued by deleting *Ffar1* (*Vldlr*^–/–^*/Ffar1*^–/–^) (Figure 6E). Hence, FFAR1 sensed lipids and mediated the formation of RAP-like lesions in *Vldlr*^–/–^ mice.

To investigate the hypothesis that an energy deficiency drives the formation of RAP-like neovessels, we aimed to reproduce that vascular phenotype in a different transgenic model. *Sirt3*-deficient mice raised in darkness to increase photoreceptor energy demands and injected with FFAR1 agonist GW9508 also developed RAP-like lesions, whereas littermate control mice did not (Supplemental Figure 6J). Hence, a combined energy and autophagy deficit was required for RAP-like lesions to form. In short, our findings are consistent with FFAR1 sensing excess lipids and controlling fatty acid input into the TCA cycle in part via SIRT3, which restrained ATP-linked mitochondrial respiration. Energy-deficient *Vldlr*^–/–^ photoreceptors with lower α-KG levels signaled for compensatory vascular supply, albeit pathological and vision-threatening, to reinstate metabolic homeostasis.

### Enhancing autophagy rescues pathological angiogenesis.

Finally, we reasoned that strategies that raise autophagy might alleviate the energy shortage of photoreceptors and reduce neovascularization. We selected 2 mTOR-independent autophagy agonists: (2-hydroxypropyl)-β-cyclodextrin (HPβCD), known to increase TFEB expression (49), and trehalose (50). HPβCD is an FDA-approved drug previously shown to reduce lipid and cholesterol levels in neurons (51). Accordingly, HPβCD-treated mice had lower serum triglyceride levels (Supplemental Figure 7B), likely contributing to the ability of treated mice to regulate autophagy. As posited, HPβCD and trehalose improved autophagy flux in *Vldlr*^–/–^ retinas (Figure 7A and Supplemental Figure 7A) and increased mRNA retinal expression of *Tfeb* and *Atg5*, as well as *Pgc1a*, *Ppara,* and *Sirt3* (Figure 7B and Supplemental Figure 7C). In 661W cells, HPβCD increased TFEB transcriptional activity (Supplemental Figure 7D), raised mRNA *Sirt3* expression (Supplemental Figure 7E), and increased ATP-linked mitochondrial respiration (Figure 7C). Conversely, repressing autophagy by using chloroquine (Figure 7D) or FFAR1 agonists (palmitate and GW9508) reduced mitochondrial respiration (Figure 7, C and D, and Supplemental Figure 6F). Autophagy can therefore facilitate the production of fuel for mitochondrial respiration in photoreceptors. More importantly, autophagy agonists HPβCD and trehalose robustly reduced the number of pathological RAP-like lesions in *Vldlr*^–/–^ retinas (Figure 7E and Supplemental Figure 7, F and G), offering a potentially novel therapeutic target to alleviate neovascular retinal disease.

## Discussion

Autophagy plays an essential housekeeping role in the retina, but its contribution to neuronal energy metabolism and neovascularization and its regulation by lipids have not been described. By investigating *Vldlr*-deficient mice with high circulating lipid levels, we identified FFAR1 as a lipid sensor capable of curbing autophagy in photoreceptors associated with decreased energy production and neovascularization. FFAR1 inhibits calcineurin, which in turn prevents the translocation of transcription factor TFEB to the cell nucleus. TFEB coregulates autophagy, lysosomal biogenesis, and key enzymes of mitochondrial oxidative metabolism, including SIRT3. Energetically starved photoreceptors drive the formation of RAP-like neovascular lesions (6).

Exploring the etiology of NV-AMD is limited by the paucity of accurate animal models. *Vldlr*-deficient mice develop RAP-like lesions and, over time, AMD-like choroidal neovascularization (36). Unlike NV-AMD in humans, RAP-like lesions occur early during retinal development in mice. Although VLDLR mutations have not been directly implicated in human AMD, cone density declines in aging *Vldlr*^–/–^ retinas, as occurs in human AMD (52). We found that autophagy-related genes and *Vldlr* were enriched in photoreceptors by single-cell transcriptomics. 

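Autophagy genes were compared between cell types within each retina, as the summed CPM of 54 listed genes within the type, a measure chosen after the data were seen. In the WT retina photoreceptors had 6188 CPM (exact Poisson 95% interval 5917 to 6469), bipolar cells 4220, amacrine cells 4755 and Müller glia 4920. The retinas labeled Vldlr KO had means of 6243 ± 58.4 (SD, n = 3) in photoreceptors, 4422 ± 138 in bipolar cells, 4736 ± 129.6 in amacrine cells and 4976 ± 132 in Müller glia. Photoreceptors lay above these 3 types in 4 of 4 retinas, by 1.35- to 1.47-fold over bipolar cells, 1.29- to 1.36-fold over amacrine cells and 1.21- to 1.29-fold over Müller glia. Horizontal cells, at 5503 in the WT retina and 5529.9 ± 642 in the others, and retinal ganglion cells, at 5825 and 5319 ± 247, came closer. A single gene, TAX1BP1, held 27.9% to 31.7% of the list's UMIs in photoreceptors. Without TAX1BP1 the WT retina had 4229 CPM in photoreceptors against 3675 in bipolar cells, 4012 in amacrine cells and 4160 in Müller glia. The retinas labeled Vldlr KO then had 4320, 4455 and 4394 in photoreceptors of Vldlr KO 1, 2 and 3 against 4138, 4420 and 4095 in Müller glia. Retinal ganglion cells (4816 in the WT retina), horizontal cells (4698) and endothelial cells (4275) each lay above photoreceptors in 3 of 4 retinas without TAX1BP1. Gene by gene, 29 to 31 of the 54 were higher in photoreceptors than in bipolar cells and 21 to 28 were higher than in amacrine cells. VLDLR CPM was higher in photoreceptors than in bipolar cells in 4 of 4 retinas, at 211 against 118 in Vldlr KO 1, 361 against 185 in Vldlr KO 2 and 206 against 121 in Vldlr KO 3.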

Dysmorphic mitochondria and high levels of ROS are reported in human AMD (53) as well as in *Vldlr^–/–^* mouse retinas (52, 54) and in autophagy-deficient photoreceptors (13). We uncovered a shared metabolite signature between human RAP vitreous and *Vldlr*^–/–^ mouse retinas. Hence, despite the inherent limitations of the *Vldlr*-deficient murine RAP model, the phenotypic overlap with human RAP may help inform mechanisms driving pathological retinal neovessels.

Autophagy recycles subcellular content in part to fuel mitochondria. Photoreceptors, especially cones, have the highest autophagy flux of the retina (13). In retinal neurons, autophagy increased markedly with fasting (55), consistent with a compensatory response to diminishing nutrient supply and a role for autophagy in retinal energy production. In 661W transformed cells, derived initially from cone photoreceptors, autophagy restriction was associated with a reduction in ATP-linked respiration, and enhancing autophagy rescued mitochondrial respiration. Hence, the energy shortage that drives pathological angiogenesis toward photoreceptors in neovascular AMD might in part result from disrupted autophagy.

Lipids are energy substrates for photoreceptors in the retina (6). Increasing evidence links lipid energy metabolism and autophagy. Although this interrelationship is complex, high circulating lipid levels generally restrict autophagy in tissues with high metabolic rates (19, 40, 56). Furthermore, reduced autophagy in *Atg5*-deficient mice severely impairs lipid metabolism (19). Non-lipid nutrients like amino acids and glucose regulate autophagy in well-established fashion involving mTOR and AMPK signaling (23). However, the mechanisms linking autophagy and lipid energy metabolism are incompletely defined. FFAR1 is expressed in the retina and senses medium- and long-chain fatty acids. Lipids restrained autophagy only in the presence of FFAR1, both in retinas and in cultured 661W cells. We previously showed that FFAR1 reduces glucose uptake in the *Vldlr*^–/–^ mouse retina (6). Here, we identified FFAR1 as a coordinate transcriptional regulator of autophagy and energy metabolism.

Although lipids yield more energy per gram than glucose or proteins, the accumulation of saturated fatty acid, such as palmitate, can be toxic (57, 58). Lipotoxicity could have dire consequences in postmitotic neurons. Large concentrations of triglyceride-derived free fatty acids are released by lipoprotein lipase at the cell surface, and VLDLR facilitates cellular uptake. Inside the cells, free fatty acids can be oxidized by ROS, a necessary byproduct of oxidative phosphorylation. We believe FFAR1, which is highly expressed in the brain and retina, could transiently curtail new substrate generation by blocking autophagy and oxidative metabolism, reducing ROS production. FFAR1 was first discovered in the pancreas, where it regulates insulin secretion (24). Insulin fosters anabolic metabolism and lipid storage in adipocytes (59). In the presence of excess dietary lipids, fatty acid sensor FFAR1 might protect tissues with high metabolic rates against lipotoxicity, favoring their storage in adipose tissues (60). However, this mechanism may be maladaptive in the context of our current lipid-rich diets. Sustained exposure to higher postprandial lipids, over time, may restrain metabolic efficiency and in tissues with high metabolic requirements, such as photoreceptors, predispose to energy failure.

Common transcriptional regulation of autophagy and mitochondrial function enhances metabolic efficiency during nutrient scarcity. TFEB is considered a master regulator of lysosomal biogenesis and critical enzymes of lipid metabolism, such as PPARα and PGC1α (26). Since PGC1α binds a promoter upstream of the *Sirt3* gene (45), TFEB could indirectly regulate mitochondrial efficiency through SIRT3. SIRT3 controls the enzymatic efficiency of critical steps of fatty acid β-oxidation (47) and the TCA cycle (61), including IDH2 (48), which forms α-KG from isocitrate. Importantly, α-KG is required for the continuous degradation and maintenance of low levels of Hif1α, itself regulating VEGFA secretion and angiogenesis (62). Hence, conditions that deplete α-KG, either by substrate deficiency entering the TCA cycle or IDH2 inhibition by SIRT3, will increase VEGFA secretion, driving neovessel formation (6). Metabolite profiling confirmed the accumulation of TCA cycle metabolites upstream of IDH2 and low α-KG levels in humans with NV-AMD and in mice with RAP-like lesions. This metabolite signature correlates with increased VEGFA secretion in neovascular AMD human vitreous and mouse *Vldlr*^–/–^ retinas (6). In summary, circulating lipids restrained autophagy, retinal oxidative metabolism, and the TCA cycle in photoreceptors. In the *Vldlr*^–/–^ mouse RAP model, energy-deficient photoreceptors drove pathological neovascularization. This work may have broader implications for pathological angiogenesis in human AMD and other contexts, such as cancer, where autophagy and energy metabolism affect tumor growth (63, 64). Modulating FFAR1 may be clinically advantageous in controlling NV-AMD and other retinopathies.

## Methods

Complete methods are available in the Supplemental Methods, including a list of primer sequences and reagents (Supplemental Tables 3 and 4).

### Mice.

Mutant mice with targeted deletion of the *Vldlr* gene (*Vldlr^–/–^*), *Sirt3^–/–^*, and C57Bl/6 control mice were obtained from The Jackson Laboratory (stock 002529, 012755, and 000664, respectively). *Vldlr*^–/–^*/Ffar1*^–/–^double-mutant mice were provided in-house (6). *Vldlr^–/–^* mice were also crossed with CAG-RFP-EGFP-LC3 (The Jackson Laboratory, stock 027139) to obtain the CAG-RFP-EGFP-LC3/*Vldlr^–/–^* mouse line. All colonies were maintained and bred in standardized conditions at the CHU Sainte-Justine mice facility. Mice were exposed to identical lighting conditions, and their retinas were collected at the same time each morning. Pups weighing less than 6 grams or more than 8 grams at P14–P16 were excluded. Both littermate females and males were used.

### Humans.

All patients previously diagnosed with AMD or macular hole (without neovascularization, but requiring vitrectomy for treatment) were followed clinically and surgery was performed when indicated by standard-of-care guidelines by a single vitreoretinal surgeon. Vitreous samples were frozen on dry ice immediately after biopsy and stored at –80°C.

### Cells.

661W cells derived from cone photoreceptor (obtained from M. Al-Ubaidi, University of Oklahoma, Oklahoma City, Oklahoma, USA) (65, 66) were cultured as monolayers at 37°C, 5% CO_2_ in a humidified atmosphere in DMEM with FBS 10% supplemented with hydrocortisone (20 μg/500 mL, H-2270, Sigma-Aldrich), progesterone (20 μg/500 mL, P-8783, Sigma-Aldrich), putrescine (0.016 g/500 mL, P-7505, Sigma-Aldrich), and β-mercaptoethanol (20 μL/500 mL, M-6250, Sigma-Aldrich). No mycoplasma contamination of the cells was detected.

### Statistics.

We used 1-way ANOVA with Dunnett’s, Bonferroni’s, or Tukey’s post hoc analysis and 2-tailed Student’s *t* test (see Supplemental Table 5) to compare different groups; *P* values of less than 0.05 was considered statistically significant. The D’Agostino-Pearson or Kolmogorov-Smirnov normality tests were used to confirm a normal distribution. Data with non-Gaussian distribution were analyzed using a Mann-Whitney test (nonparametric, 2 groups). Animals were not randomized, but quantification was performed in a blinded fashion when possible. All experiments were repeated at least 3 times. Values more than 2 standard deviations from the mean were considered to be outliers and were excluded. The sample size was estimated to detect a difference of 20% with a power of 80% (1-β) and α of 0.05, in accordance with the *Guidelines for the Use of Animals in Neuroscience* (67). Results are presented as mean ± SEM.

### Data and software availability.

The Drop-Seq data reported in this paper are in NCBI’s Gene Expression Omnibus (GEO GSE110623).

### Study approval.

All animal procedures were performed in compliance with the Animal Care Committee of CHU Sainte-Justine, following the principles of the Guide for the Care and Use of Experimental Animals Id by the Canadian Council on Animal Care. The study conforms to the tenets of the Declaration of Helsinki, and approval of the human clinical protocol and informed consent were obtained from the Maisonneuve-Rosemont Hospital Ethics Committee (CER 10059).

## Author contributions

EH and JSJ conceived and designed all experiments and wrote the manuscript; EH performed most in vivo and ex vivo experiments, except for those indicated below. GC and AS performed the DROP-Seq and bioinformatics, assisted by FW and GA. JSK, AD, and NK counted RAP-like lesions and performed qPCRs. TA, NK, SP, GL, and PPR repeated and analyzed Western blots. BC, YS, AP, and LEHS generated *Vldlr*^–/–^*/Ffar1*^–/–^ mice and collected mouse samples for metabolomics and pathological lesion staining. FAR and PS collected human vitreous. KAP, CD, and CBC performed and analyzed mice and human metabolomics. SC, GAM, FAR, CBC, PS, and LEHS provided expert advice. All authors analyzed the data.

## Supplementary Material

Supplemental data

Supplemental video 1

## Figures and Tables

**Figure 1:**
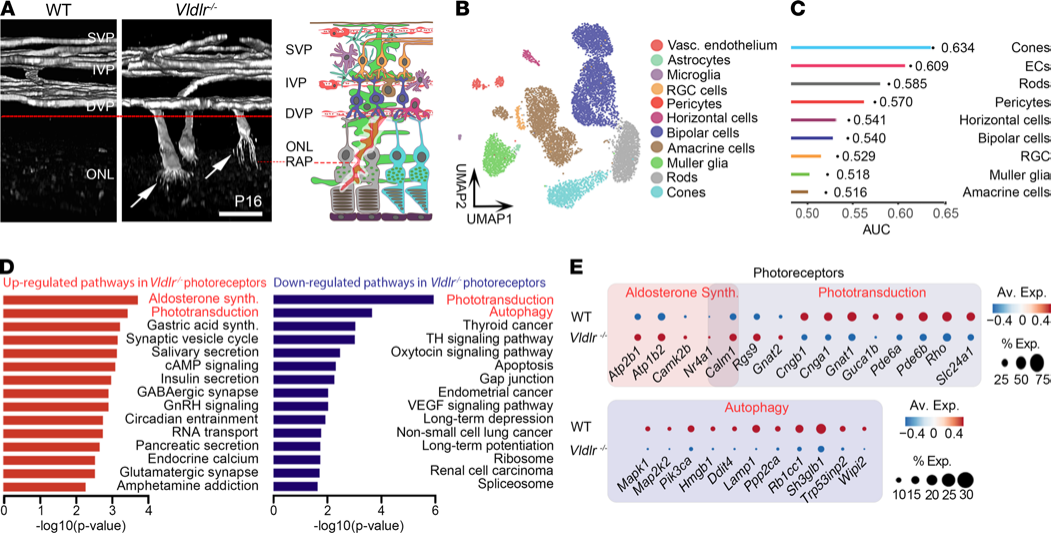
Phototransduction and autophagy are dysregulated in the murine *Vldlr^–/–^* RAP model. (**A**) 3D confocal reconstruction of lectin-stained WT and *Vldlr^–/–^* retina with retinal angiomatous proliferation (RAP, white arrows). The red line delineates the inner (above) and outer retina (below, photoreceptors and RAP-like lesions). Vascular plexus (VP); SVP, superficial VP; IVP, intermediate VP; DVP, deep VP; ONL, outer nuclear layer. Scale bars: 20 μm. (**B**) UMAP representation of retinal cell types identified by single-cell RNA-Seq from P14 WT and *Vldlr^–/–^* retinas, preceding the peak of RAP-like neovascular lesion formation at P16. *n* = 3801 WT and 5642 *Vldlr^–/–^* cells pooled from 3 retinas per group. (**C**) Cell-type prioritization using Augur to represent the extent of transcriptomic perturbations associated with the RAP-like *Vldlr*^–/–^ phenotype compared with WT (AUC for the random forest classifier performance on each cell type). (**D**) Enriched biological pathways from either upregulated or downregulated genes (adjusted *P* < 0.05) in *Vldlr^–/–^* photoreceptors. (**E**) Dot plot of the gene transcripts driving the top 2 most dysregulated pathways (**D**) in *Vldlr^–/–^* photoreceptors compared with WT. See also Supplemental Figures 1 and 2.

**Figure 2:**
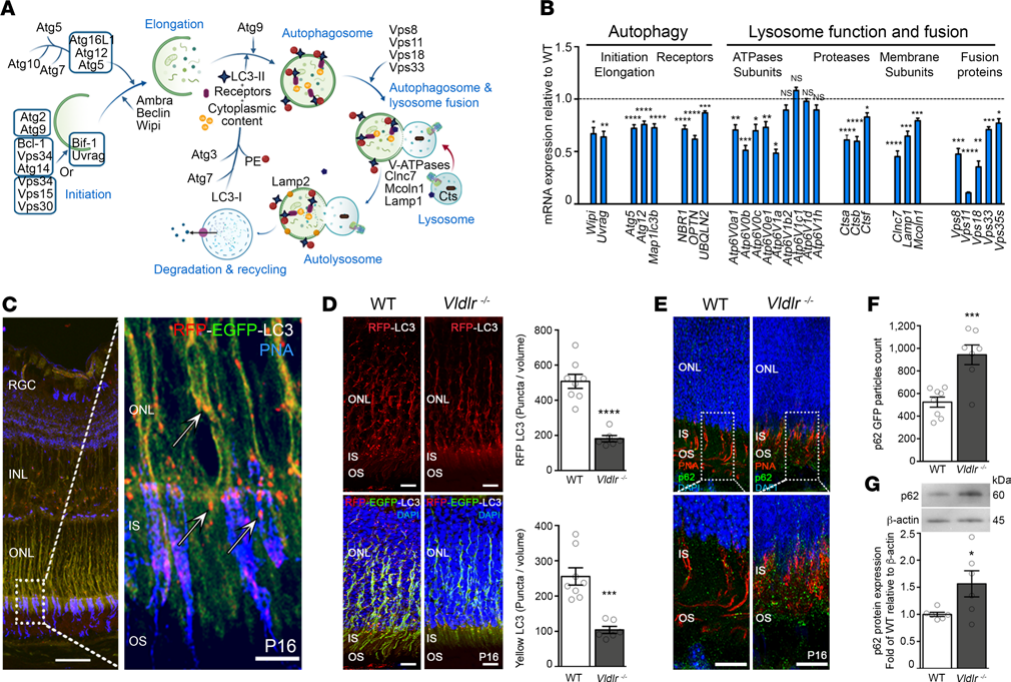
Autophagy is suppressed in *Vldlr^–/–^* photoreceptors. (**A**) Schematic representation of autophagy and (**B**) related mRNA gene expression in *Vldlr^–/–^* retinas compared with WT. *n* = 12–30 retinas, P14. (**C**) CAG-RFP-EGFP-LC3 expression reports autophagy flux (white arrow). Peanut agglutinin (PNA) labels cone photoreceptors. Scale bars: 5 μm (left) and 10 μm (right). (**D**) Autophagy flux was curtailed in CAG-RFP-EGFP-LC3/*Vldlr^–/–^* mouse. *n* = 6–8 retinas. Scale bars: 10 μm. (**E** and **F**) Representative immunofluorescence and (**G**) immunoblot showing p62 accumulation in *Vldlr^–/–^* (*n* = 10–14) retinas. Scale bars: 10 μm. RGC, retinal ganglion cell; INL and ONL, inner and outer nuclear layer; IS and OS, photoreceptor inner and outer segment. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA with Tukey’s multiple-comparison test and 2-tailed Student’s *t* test.

**Figure 3:**
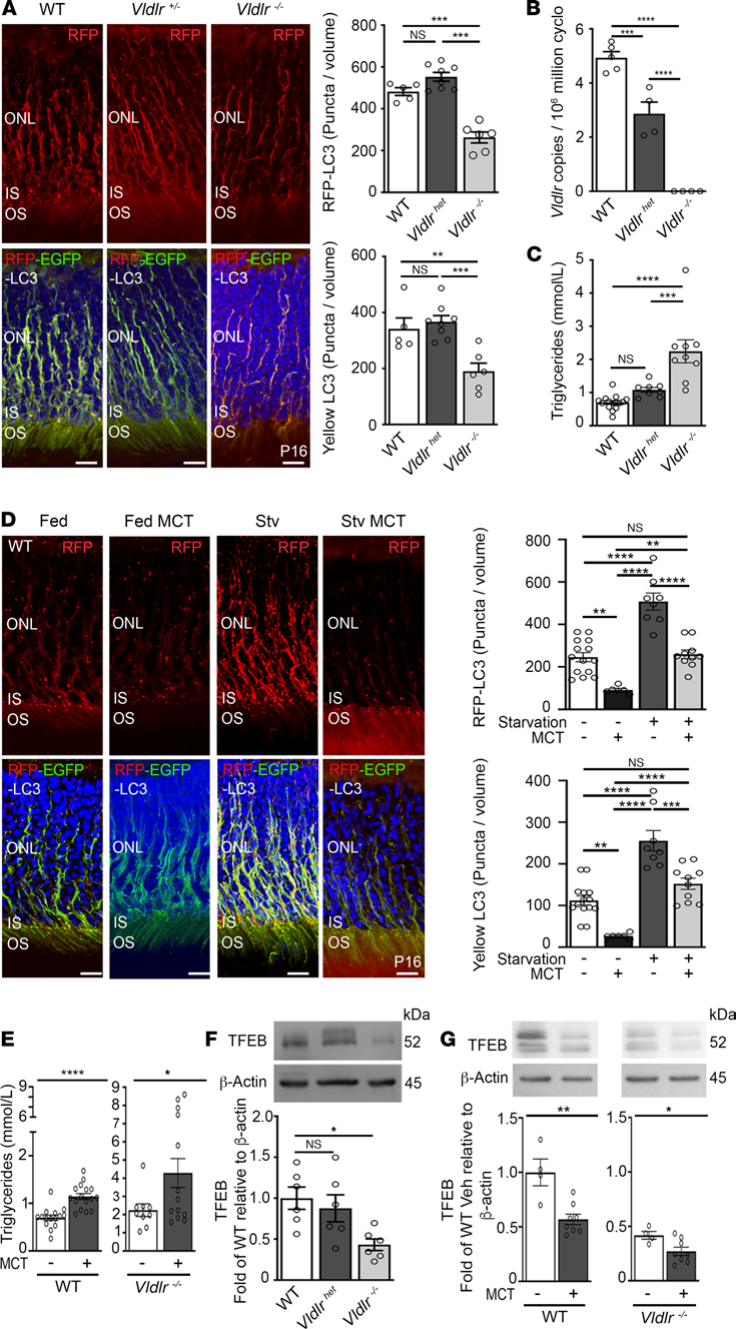
Triglyceride-derived lipids curb autophagy in photoreceptors. (**A**) CAG-RFP-EGFP-LC3 autophagy flux colocalization and quantification of starved P16 WT (*n* = 5), *Vldlr* heterozygotes (*n* = 8), and mutant mice (*n* = 6). Scale bars: 10 μm. (**B** and **C**) *Vldlr* mRNA retinal expression, serum triglyceride concentration in WT (*n* = 5–7), *Vldlr^+/–^* heterozygotes (het, *n* = 4–8), and *Vldlr^–/–^* mice (*n* = 4–13). (**D**) Starvation (8 h) increased autophagy flux in CAG-RFP-EGFP-LC3 (WT) mice, which was curbed by a lipid load with MCT (*n* = 6–14). Scale bars: 10 μm. (**E**) Serum triglyceride concentrations of starved P16 WT and *Vldlr^–/–^* mice gavaged with MCT or vehicle (*n* = 9–16). (**F**) TFEB expression in WT, *Vldlr*^+/–^ (het), and *Vldlr^–/–^* retinas (*n* = 6 per condition). (**G**) Retinal TFEB expression was suppressed by MCT in WT mice and more so in *Vldlr^–/–^* mice (Veh; *n* = 4 experiments, MCT; *n* = 8 experiments). Stv, starved mice; INL and ONL, inner and outer nuclear layer; IS and OS, photoreceptor inner and outer segment. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Two-tailed Student’s *t* test and 1-way ANOVA with Tukey’s or Dunnett’s multiple-comparison test.

**Figure 4:**
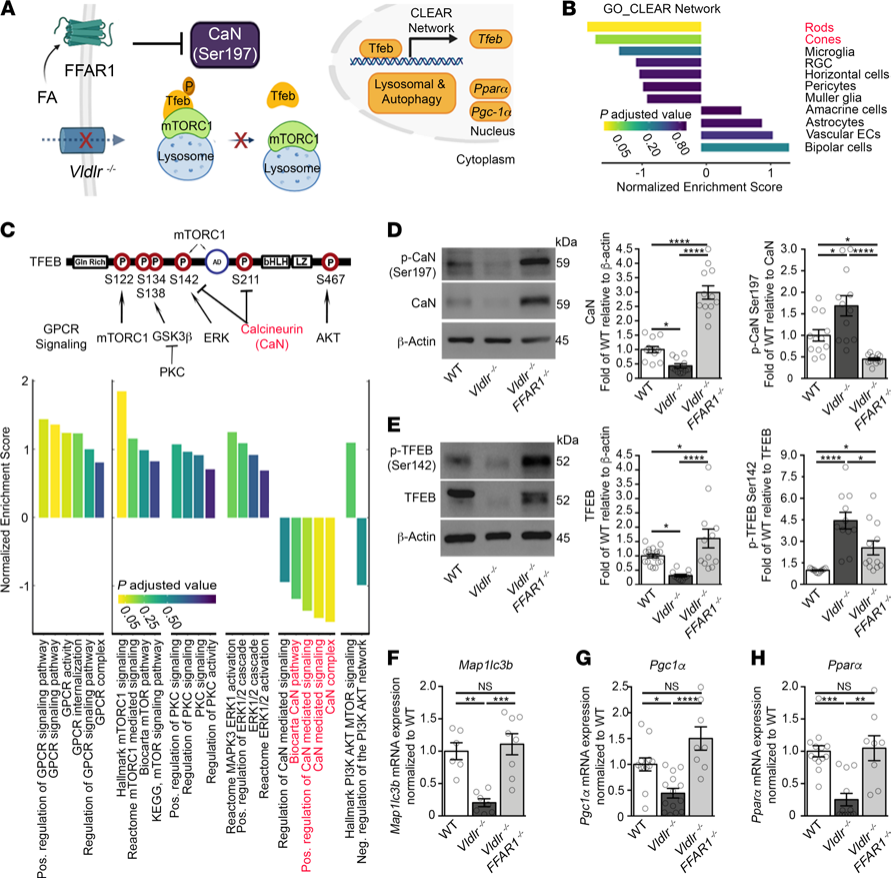
Free fatty acid receptor 1 suppresses TFEB. (**A**) Schematic representation of fatty acid signaling through FFAR1, modulating phosphatase activity of calcineurin (CaN) via serine 197 phosphorylation, which prevents the nuclear translocation of TFEB. (**B**) GSEA averages of normalized enrichment scores (NESs) for the GO_CLEAR Network gene set across retinal cell types in *Vldlr^–/–^* retinas relative to WT. (**C**) Schematic representation of known TFEB regulating pathways (top) and their corresponding NES (bottom) in *Vldlr^–/–^* photoreceptors relative to WT at P14 (**B** and **C**, *n* = 9000 cells pooled from 3 retinas per group). (**D**) Immunoblot quantifications of phosphorylated (serine 197), total CaN, and (**E**) phosphorylated (serine 142) and total TFEB in *Vldlr^–/–^* retinas (*n* = 22–24) compared with WT (*n* = 22–36) and *Vldlr^–/–^*/*Ffar1^–/–^* retinas (*n* = 20–24) at P16. (**F–H**) mRNA expression of *Map1lc3b,* *Pgc1a,* and *Ppara* in WT (*n* = 12–18), *Vldlr^–/–^* (*n* = 14–20), and *Vldlr^–/–^*/*Ffar1^–/–^* retinas (*n* = 8–16) at P16. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA or Kruskal-Wallis test with Tukey’s or Dunn’s multiple-comparison test. See also Supplemental Figures 3 and 4.

**Figure 5:**
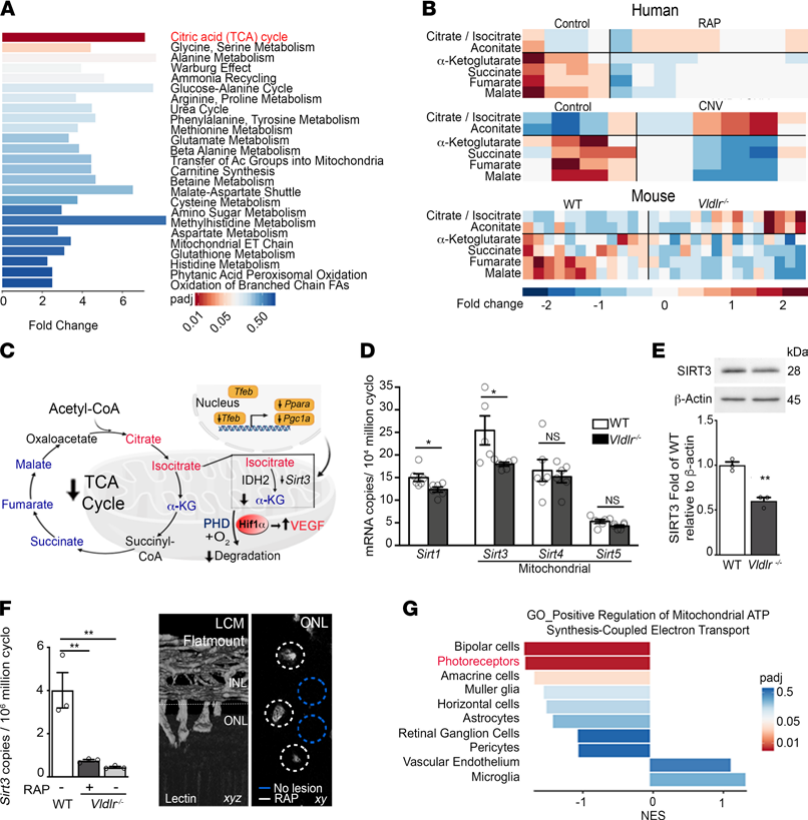
Human and mouse with RAP phenotypes share a common metabolite signature. (**A**) Metabolomics pathway enrichment analysis of differentially regulated metabolites from mouse *Vldlr^–/–^* retinas (*n* = 15) and human RAP vitreous (*n* = 9) compared with their respective control (WT, *n* = 12; and macular hole, *n* = 4). Ac, acetyl; ET, electron transport. (**B**) Heatmap of TCA cycle metabolites (**A**) of *Vldlr^–/–^* retinas and human RAP and CNV vitreous relative to their respective controls. *n* = 4 (control), 6 (CNV), and 9 (RAP) human vitreous; 12 (WT) and 15 (*Vldlr*^–/–^) retinas. (**C**) Schematic representation of TCA cycle perturbation hypothesized to contribute to pathological angiogenesis in RAP. IDH2 enzymatic activity is governed by SIRT3. Lower α-KG levels stabilize HIF1α and stimulate VEGFA secretion, increasing vascular supply. (**D**) *Sirt1* and mitochondrial sirtuin (*Sirt3*, *Sirt4,* and *Sirt5*) mRNA retinal expression at P16. *n* = 12 retinas per group. (**E** and **F**) SIRT3 protein expression (**E**, *n* = 6 retinas) measured in whole retinas, and (**F**) mRNA expression in photoreceptors obtained by laser capture microdissection (LCM) of RAP-like lesions (white circles) and adjacent regions (blue circles) of WT and *Vldlr*^–/–^ retinas by qRT-PCR (*n* = 6 retinas per group) at P16. Retinal flat mounts were sectioned across the photoreceptor outer nuclear layer (ONL; below the dotted line, left). INL, inner nuclear layer. (**G**) Normalized enrichment scores (NESs) for the GO_Positive Regulation of Mitochondrial ATP Synthesis Coupled Electron Transport gene set from GSEA of differentially expressed genes between *Vldlr^–/–^* and WT across retinal cell types in *Vldlr^–/–^* retinas relative to WT. RGCs, retinal ganglion cells; ECs, endothelial cells. *n* = 3801 WT and 5642 *Vldlr^–/–^* cells pooled from 3 retinas per group. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01. One-way ANOVA with Tukey’s multiple-comparison test and 2-tailed Student’s *t* test. See also Supplemental Figure 5.

**Figure 6:**
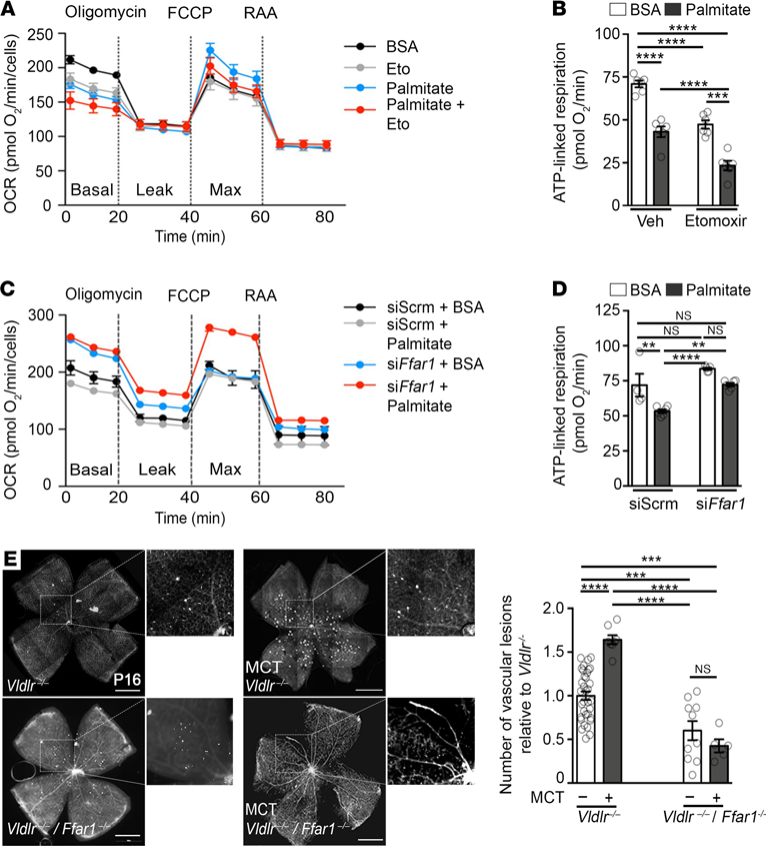
Ffar1 regulates oxidative metabolism and pathological angiogenesis. (**A–D**) Oxygen consumption rate (OCR) and ATP-linked respiration of 661W cells exposed to palmitate conjugated to BSA (8 hours, 0.2 mM) or control (BSA alone), measured by Seahorse analyzer, in the presence or absence of fatty acid β-oxidation inhibitor (**A** and **B**), etomoxir (40 μM), and in cells transfected with scrambled or *Ffar1* siRNA (**C** and **D**). *n* = 5–6 experiments per group. (**E**) Quantification of RAP-like vascular lesions (white spots) in *Vldlr^–/–^* and *Vldlr^–/–^*/*Ffar1^–/–^* retinas of mice fed with MCT (*n* = 5–8 retinas) or not (*n* = 10–34 retinas) at P16. Scale bars: 1 mm. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA with Tukey’s multiple-comparison test. See also Supplemental Figure 6.

**Figure 7:**
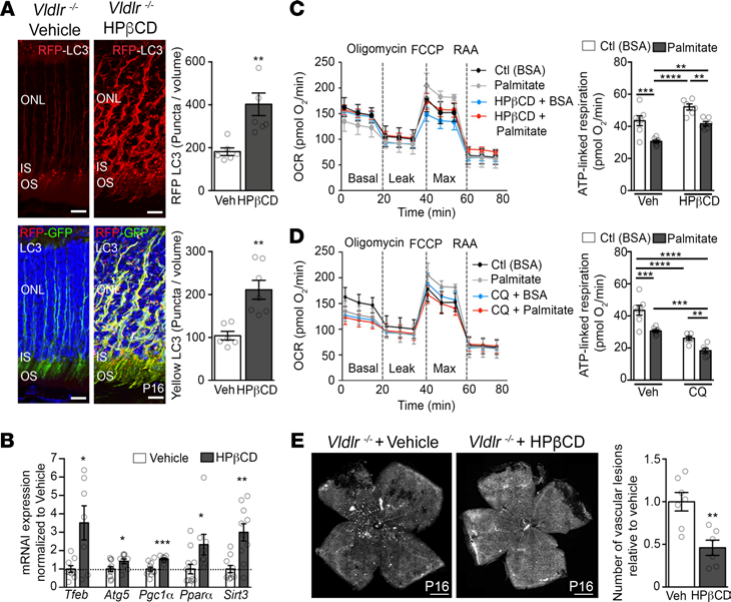
Enhancing autophagy rescues pathological angiogenesis and improves vision. (**A**) Retinal autophagy flux quantification of CAG-RFP-EGFP-LC3/*Vldlr^–/–^* mice treated with HPβCD (8 g/kg per day for 8 days; *n* = 7 retinas) compared with vehicle-treated mice (Veh; *n* = 6 retinas) at P16. ONL, outer nuclear layer; IS, photoreceptor inner segment; OS, photoreceptor outer segment. Scale bars: 10 μm. (**B**) mRNA expression in *Vldlr^–/–^* retinas of pups treated with HPβCD or vehicle. *n* = 8–12 retinas per group. (**C** and **D**) Oxygen consumption rate (OCR) and ATP-derived respiration of 661W cells treated 8 hours with palmitate or vehicle (BSA alone) in the presence or absence of drugs that raise (**C**) (HPβCD; 1 mM) or inhibit (**D**) (chloroquine, CQ; 40 μM) autophagy. *n* = 6–8 experiments per group. (**E**) Quantification of RAP-like vascular lesions (white spots) in retinal flat mounts of *Vldlr*^–/–^ mice treated with HPβCD (*n* = 6 retinas) or vehicle (Veh, *n* = 7 retinas) at P16. Scale bars:1 mm. Data are represented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. One-way ANOVA with Tukey’s multiple-comparison test and 2-tailed Student’s *t* test. See also Supplemental Figure 7.

# Supplementary material for: Triglyceride-derived fatty acids reduce autophagy in a model of retinal angiomatous proliferation
**Source:** JCI Insight. 2022 Mar 22;7(6):e154174. doi: 10.1172/jci.insight.154174
**Supplement:** Supplemental data

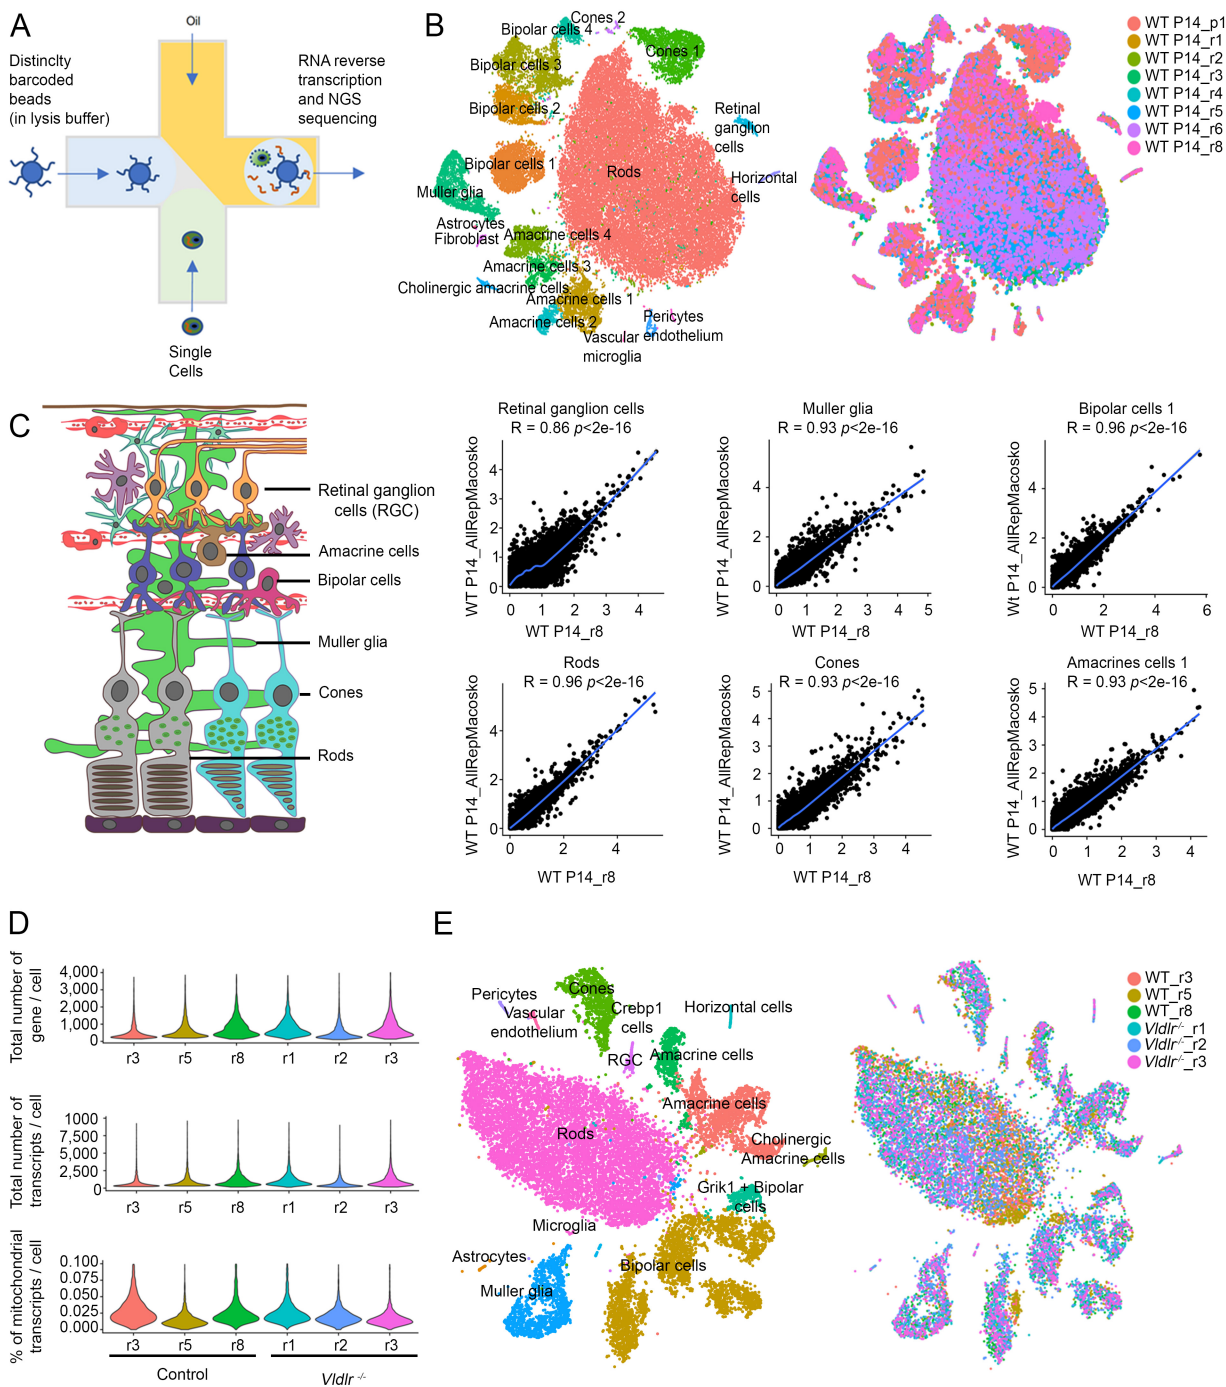

**Figure S1| Quality and reproducibility of drop-seq retinal single-cell transcriptomics.** (A) Schematic of single-cell mRNA sequencing method using Drop-seq, as described by Macosko et al., 2015<sup>1</sup>. Retinas (P14) are dissociated into individual cells, encapsulated in droplets together with microparticles (beads) coated with barcoded primers, lysed within droplets to release their mRNA, which binds to primers on the companion bead. The mRNAs are reverse-transcribed into cDNAs, and libraries are sequenced on NextSeq 500. (B) Annotated dimensionality reduction (tSNE) plots showing overlapping cell clusters of P14 WT control retinas obtained from public data (p1 and r1 to r6)<sup>1</sup> and our own replicate (r8).  $n = 8$  retinas. (C) Schematic diagram of retinal cell types (left panel) and transcriptomic correlation in most prominent cell types across replicates from P14 WT control retinas obtained from public data (right panel)<sup>1</sup>, and our own replicate (r8). (D) Total number of genes (nGene), the unique molecular identifiers (UMIs), and the ratio of mitochondrial genes (percent.mito, as percentage of nGene) detected in each barcoded cell from WT and *Vldlr*<sup>-/-</sup> retina replicates.  $n = 3$  per condition. (E) Annotated dimensionality reduction (tSNE) plots (left) showing overlapping (right) cell clusters from P14 WT and *Vldlr*<sup>-/-</sup> retinas.  $n = 3$  per condition.

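For the retinas analyzed here, the medians behind such a plot were taken over all barcodes and over the cells kept by the paper's filter, with mitochondrial transcripts as a percent of UMIs. Over all barcodes the WT retina had a median of 562 genes and 736 UMIs per barcode, Vldlr KO 1 had 623 and 846, Vldlr KO 2 had 353 and 443, and Vldlr KO 3 had 592 and 780.5. Median mitochondrial percent was 2.23% in the WT retina and 2.19%, 1.74% and 1.45% in Vldlr KO 1, 2 and 3. Barcodes with fewer than 500 genes numbered 1244 in the WT retina and 1456, 2802 and 1242 in Vldlr KO 1, 2 and 3. Barcodes above 10% mitochondrial transcripts numbered 247 in the WT retina and 122, 15 and 51 in the others. In the kept cells the median number of genes was 953 in the WT retina and 897, 820 and 967 in Vldlr KO 1, 2 and 3. Median UMIs were 1337 against 1245, 1104 and 1332, and median mitochondrial percent was 1.83% against 1.94%, 1.61% and 1.36%. The WT retina lay within the range of the 3 others in genes and mitochondrial percent of kept cells, and Vldlr KO 2 was the shallowest of the 4.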

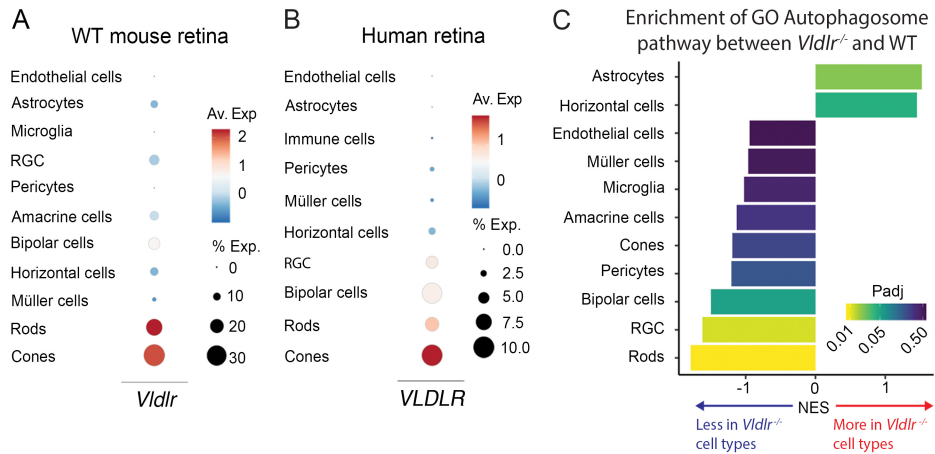

**Figure S2| Single-cell RNAseq analysis of retinal *Vldlr* expression and the impact of its deletion on autophagy.** (A) Dot plot of *Vldlr* transcript expression in WT retinal cell types from P14 mice. (B) Dot plot of *VLDLR* transcript expression in adult retinal cell types from human donors (public single-cell RNAseq data obtained from GEO: GSE148077). (C) Normalized Enrichment Scores (NES) for the GO\_AUTOPHAGOSOME gene set from GSEA of differentially expressed genes between *Vldlr*<sup>-/-</sup> and WT across retinal cell types. n = 3801 *Wt* and 5642 *Vldlr*<sup>-/-</sup> cells pooled from 3 retinas per group.

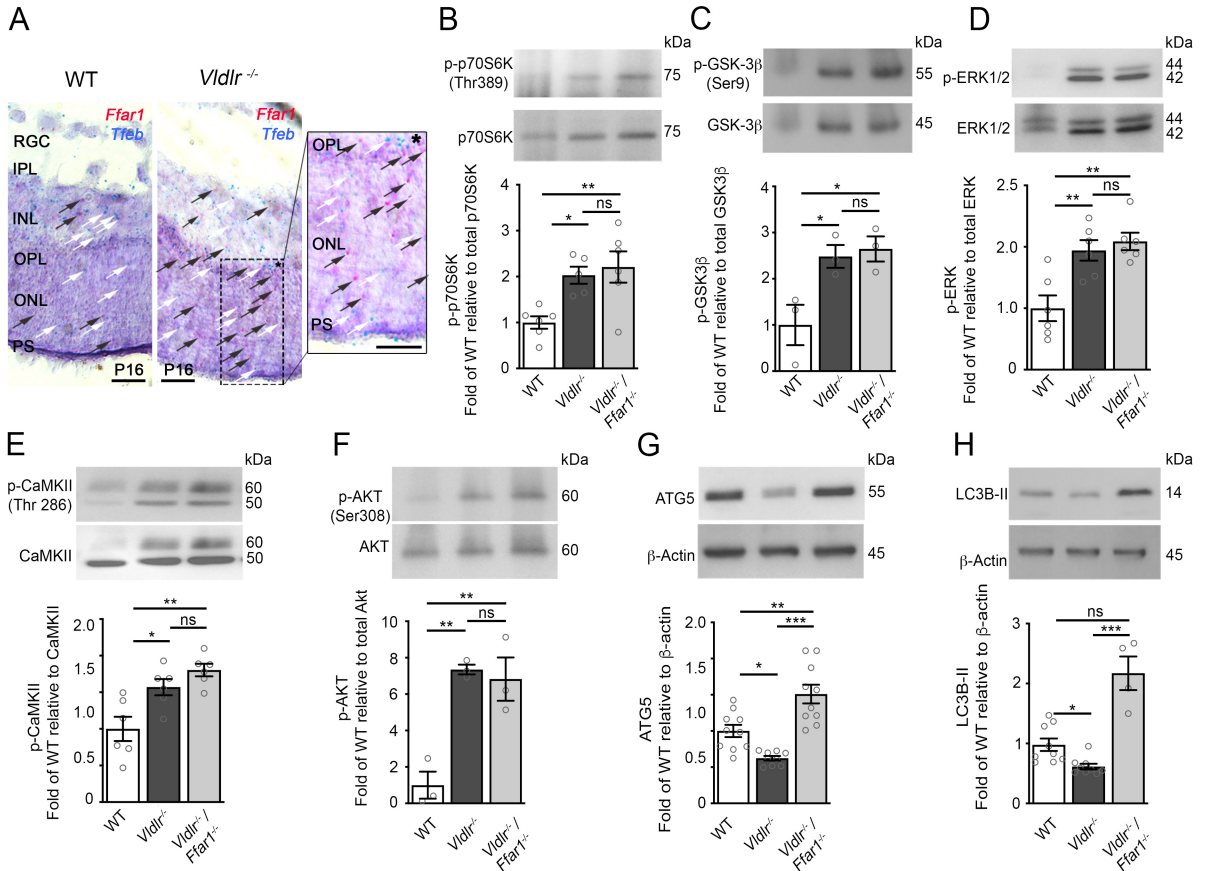

**Figure S3 | Free fatty acid receptor 1 suppresses TFEB.** (A) Localization of retinal *Tfeb* (blue dots, white arrows) and *Ffar1* (red dots, black arrows) by RNAscope *in situ* hybridization. PS: photoreceptor posterior segment, ONL: Outer Nuclear Layer, OPL: Outer Plexiform Layer, INL: Inner Nuclear Layer, IPL: Inner Plexiform Layer, RGC: Retinal Ganglion Cells. Scale bars: 50  $\mu$ m and 25  $\mu$ m. (B-F) Western blot (WB) quantifications of known TFEB regulators and their phosphorylation status (p70S6K, GSK3 $\beta$ , ERK1/2, CaMKII, AKT) in WT, *Vldlr*<sup>-/-</sup> and *Vldlr*<sup>-/-</sup> *Ffar1*<sup>-/-</sup> retinas at P16. None of these pathways were rescued by *Ffar1* deletion in *Vldlr*<sup>-/-</sup> retinas. n = 6-12 retinas per group. (G-H) WB quantifications of ATG5 and LC3B-II in WT, *Vldlr*<sup>-/-</sup>, and *Vldlr*<sup>-/-</sup> *Ffar1*<sup>-/-</sup> retinas at P16. n = 8-20 retinas per group. Data are represented as mean  $\pm$  SEM. ns: not significant, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ . One-way ANOVA with Tukey's and Dunn's multiple comparisons test.

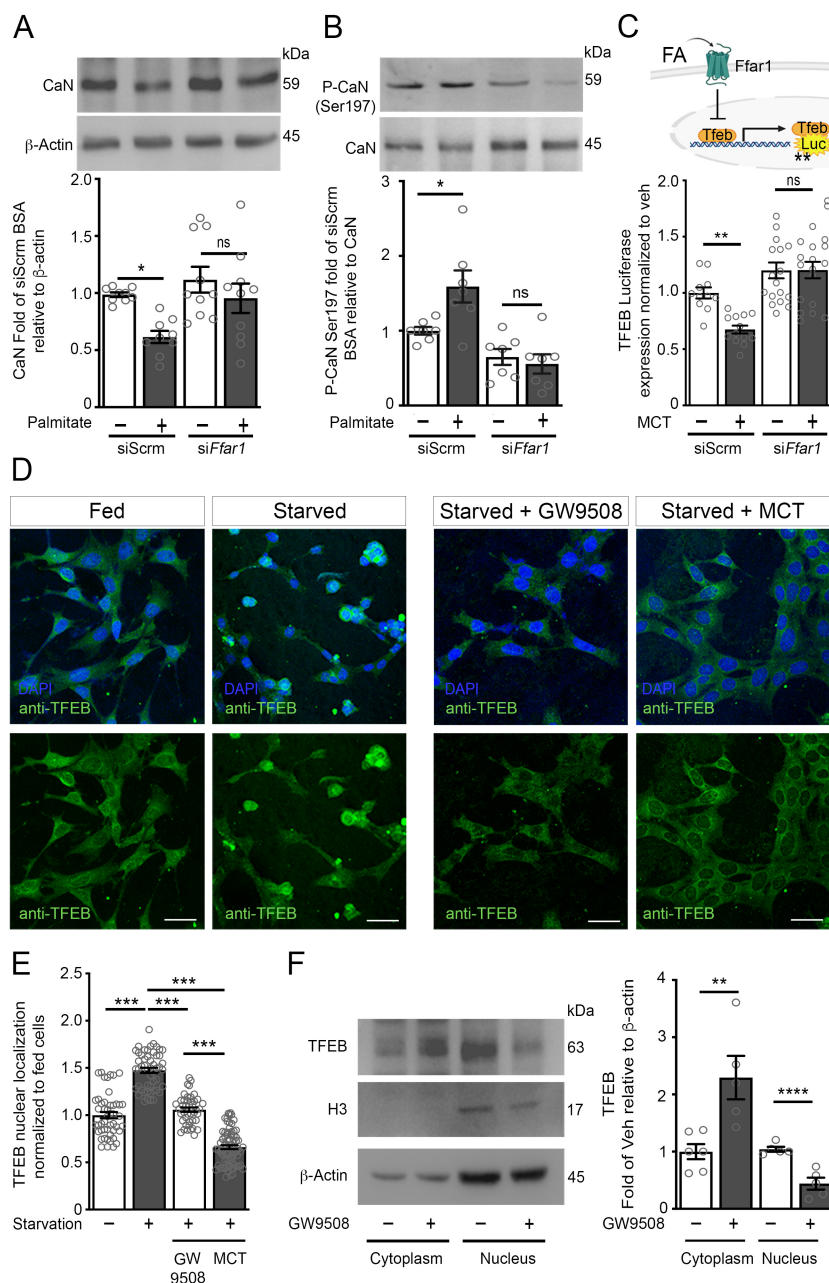

**Figure S4| FFAR1 suppresses transcription factor EB.** (A,B) Western blot quantifications of calcineurin phosphorylation in 661W cells silenced or not for *Ffar1* (siRNA), and treated with its agonist, palmitate, or corresponding vehicle.  $n = 7-10$  independent experiments. (C) Schematic of luciferase reporter assay (top) and its quantifications (bottom). Stable 661W cell transfections of a vector containing the TFEB promoter driving luciferase expression; *Ffar1* was silenced (siRNA) or not in these cells treated with MCT (0.4%, 17h) or vehicle. Luc: Luciferase.  $n = 11-18$  experiments. (D,E) Representative immunofluorescence of TFEB nuclear translocation in fed or starved 661W cells. Starved cells were also treated with FFAR1 agonist, GW9508 or MCT. Scale bar: 25  $\mu\text{m}$ .  $n = 43-76$  cells per group. (F) Western blots of TFEB protein expression in nuclear and cytoplasmic 661W cell fractions, treated or not with GW9508 (30  $\mu\text{M}$ , 17h).  $n = 5-6$  per group. Data are presented as mean  $\pm$  SEM. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . One-way ANOVA with Bonferroni's comparisons and two-tailed Student's t-test.

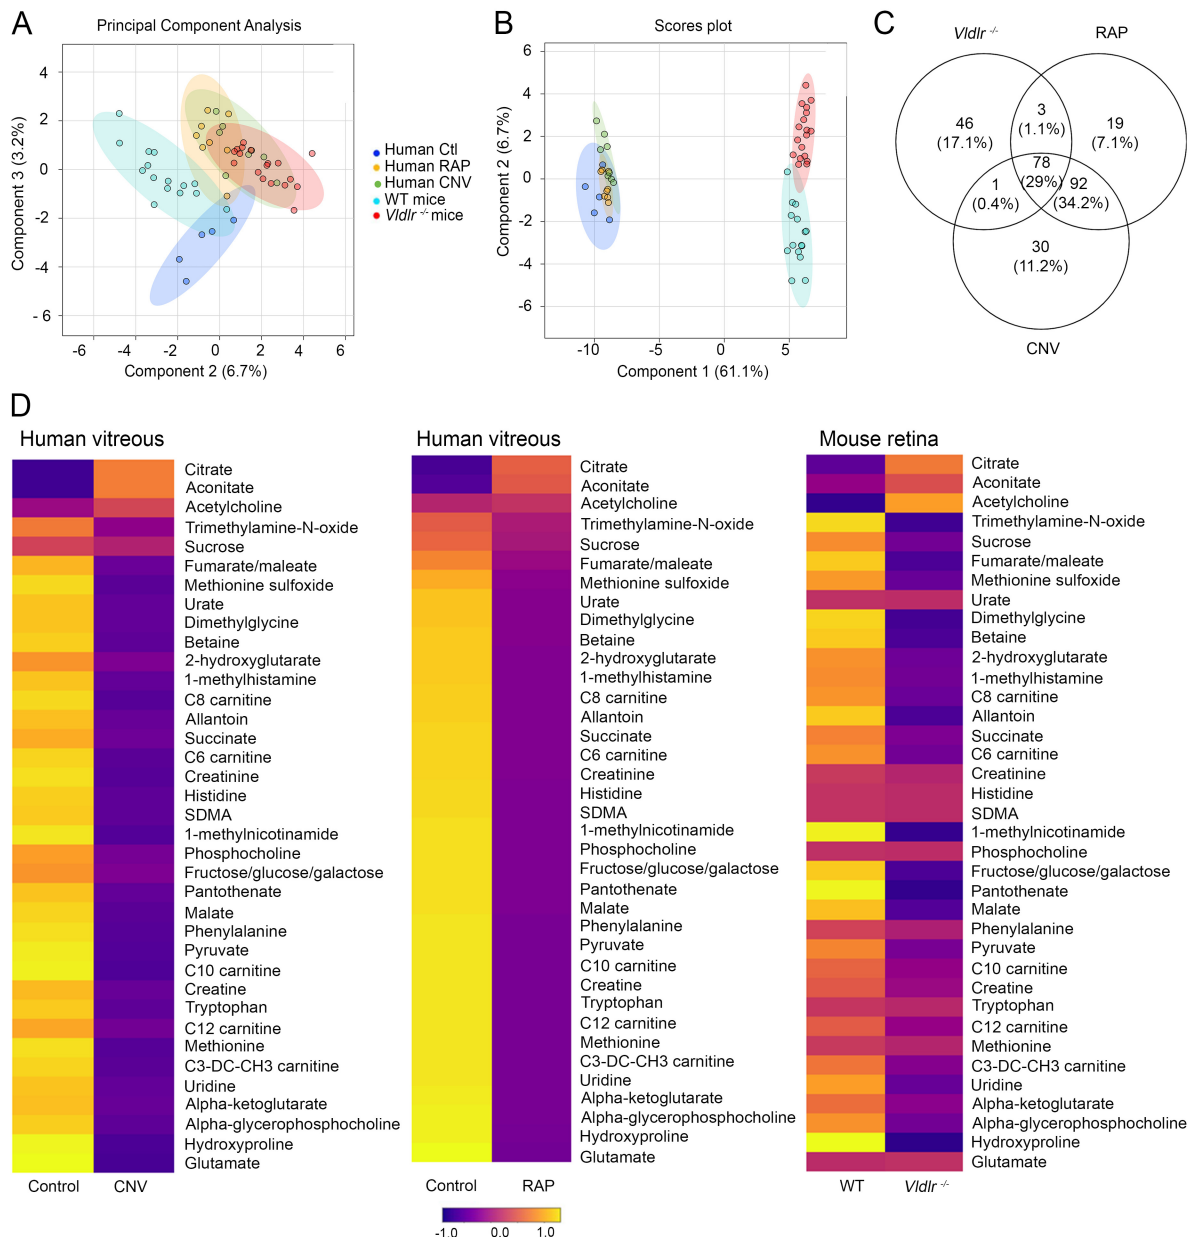

**Figure S5| Human RAP vitreous and *Vldlr*<sup>-/-</sup> RAP-like retinas share metabolite signatures.** (A,B) Principal component (PC) analysis of metabolomics profiles from human RAP and CNV vitreous, and *Vldlr*<sup>-/-</sup> mouse retinas compared to their respective control. (A) PC2 and PC3 segregate healthy and diseased RAP samples from humans and mice, which share common metabolite signatures, (B) whereas PC1 is strongly species-dependent.  $n = 8$  RAP, 7 CNV and 5 human control (macular hole) vitreous, compared to 18 *Vldlr*<sup>-/-</sup> and 15 WT mouse retinas. (C) Venn diagram of annotated metabolites detected in human RAP vitreous (223 metabolites) and mice *Vldlr*<sup>-/-</sup> retina (128 metabolites); 82 (30.4%) metabolites were shared by both. (D) Heat map of the shared metabolites between human control (macular holes,  $n = 5$ ) and RAP vitreous ( $n = 8$  samples) and CNV vitreous ( $n = 7$  samples), which correlates with WT ( $n = 15$ ) and *Vldlr*<sup>-/-</sup> ( $n = 18$ ) mouse retinas.

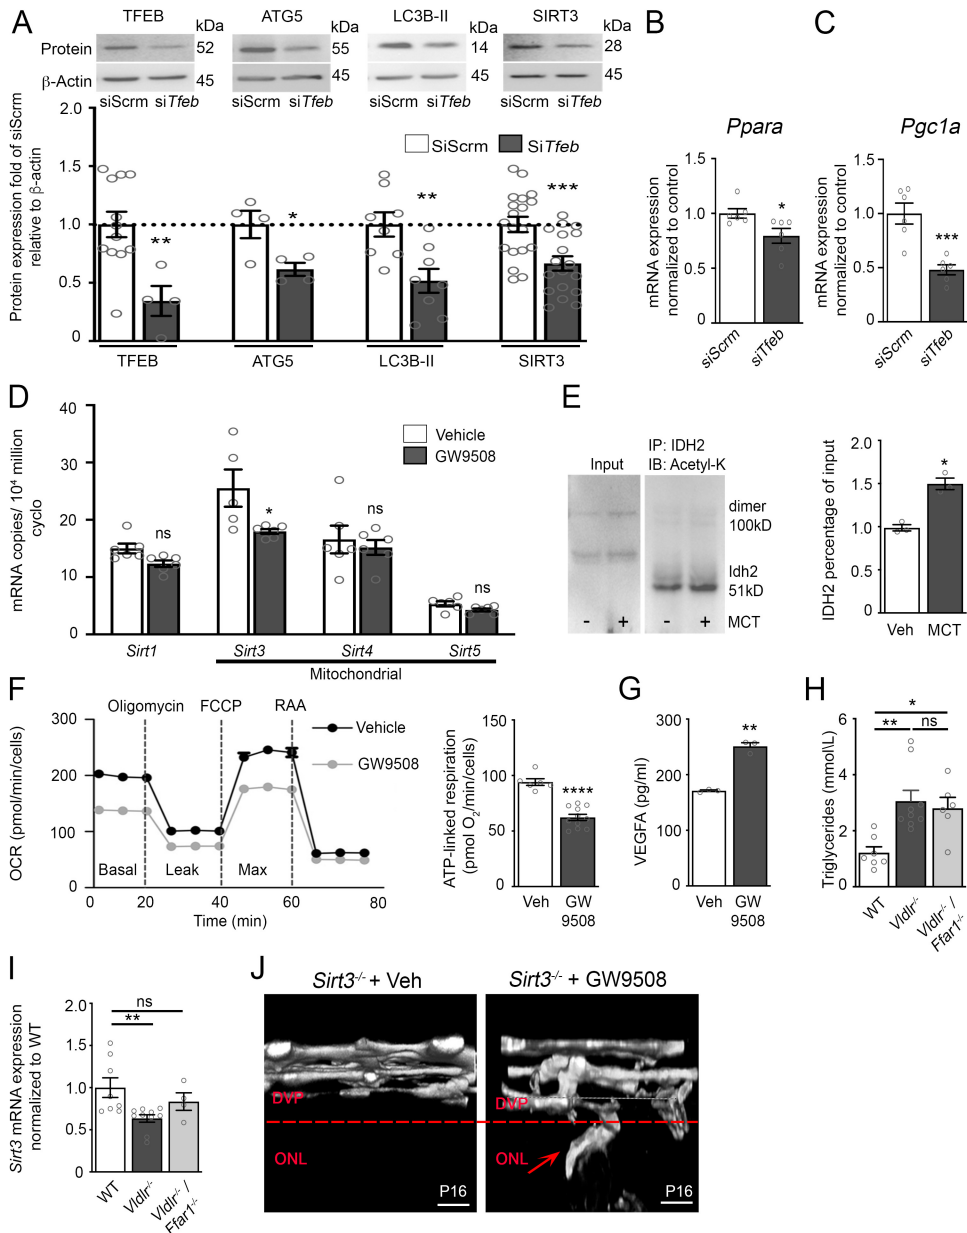

**Figure S6 | FFAR1 restrains oxidative metabolism via Sirtuin-3.** (A) Western blot quantifications of TFEB, ATG5, LC3B-II and SIRT3 protein expression in *Tfeb*-depleted (siRNA) 661W cells compared to control (scrambled siRNA, siScrm). n = 4-19 experiments per group. (B-C) *Ppara* and *Pgc1a* mRNA expression in 661W cells transfected with the siRNA of TFEB (65ng). n = 3 independent experiments per condition. (D) *Sirt1* and mitochondrial sirtuins (*Sirt3*, *Sirt4* and *Sirt5*) mRNA expression in 661W photoreceptor cells, treated or not with FFAR1 agonist GW9508 (14  $\mu$ M, 17h). n = 3 independent experiments per condition. (E) Immunoprecipitation (IP) of isocitrate dehydrogenase-2 (IDH2) in 661W cells treated with MCT or vehicle (Veh). K: Lysine acetylation residues; IB: immunoblotting. n = 3 independent experiments. (F) Oxygen consumption rate (OCR) and ATP production of 661W cells treated with FFAR1 agonist, GW9508 (14  $\mu$ M, 8h) or vehicle. n = 6-11 experiments per group. (G) ELISA of VEGFA secretion of 661W photoreceptors treated or not with GW9508 agonist (14  $\mu$ M, 6 h) or vehicle. n = 3 independent experiments. (H) Serum triglyceride concentrations of P16 WT, *Vldlr*<sup>-/-</sup> and *Vldlr*<sup>-/-</sup> *Ffar1*<sup>-/-</sup> mice (n = 7, 10, and 6, respectively). (I) *Sirt3* mRNA expression of P16 WT (n = 16), *Vldlr*<sup>-/-</sup> (n = 29) and *Vldlr*<sup>-/-</sup> *Ffar1*<sup>-/-</sup> (n = 8) retinas. (J) Representative 3D confocal images and pathological lesions (red arrow) in *Sirt3*<sup>-/-</sup> mice treated with FFAR1 agonist (GW9508, 14  $\mu$ M, twice a day) or vehicle. DVP: deep vascular plexus, ONL: outer nuclear layer. Scale bars: 200  $\mu$ m. Data are represented as mean  $\pm$  SEM. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . Two-tailed Student's t-test and One-way ANOVA with Bonferroni's comparisons.

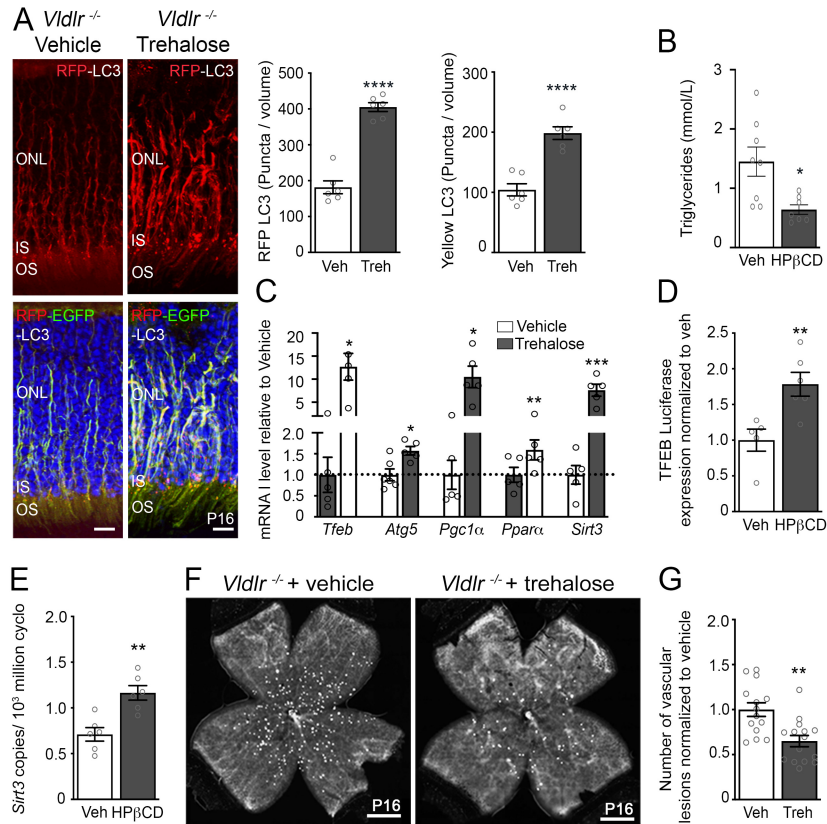

**Figure S7 | Enhancing autophagy rescues pathological angiogenesis.** (A) Retinal autophagy flux quantification of CAG-RFP-EGFP-LC3 / *Vldlr*<sup>-/-</sup> mice treated with trehalose (Treh, 2g/kg, 8days) or vehicle, at P16. Control eye results from multiple experiments performed simultaneously with Figure 6A. n = 6 retinas per conditions. Scale bars: 10  $\mu$ m. (B) Serum triglyceride concentrations of P16 *Vldlr*<sup>-/-</sup> mice treated or not with HP $\beta$ CD (n = 7-8) (C) mRNA expression in *Vldlr*<sup>-/-</sup> retinas of pups treated with trehalose or vehicle at P16. n = 10-12 retinas per group. (D,E) TFEB and *Sirt3* expression in 661W photoreceptor cells treated with HP $\beta$ CD or vehicle, using the (D) luciferase reporter assay and (E) qRT-PCR. n = 5-6 independent experiments per conditions. (F,G) Quantification of RAP-like vascular lesions (white dots) in *Vldlr*<sup>-/-</sup> mice at P16 treated with trehalose (Treh) or vehicle. n = 14 retinas (vehicle) and 15 retinas (trehalose). Scale bars: 1mm. Data are represented as mean  $\pm$  SEM. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ . Two-tailed Student's t-test and One-way ANOVA with Tukey's and Dunn's multiple comparisons test.

## SUPPLEMENTAL FIGURE LEGENDS

### **Figure S1. Quality and reproducibility of drop-seq retinal single-cell transcriptomics. Related to Figure 1**

(A) Schematic of single-cell mRNA sequencing method using Drop-seq, as described by Mascosko et al, 2015. Mouse retinas (P14) are dissociated into individual cells, encapsulated in droplets together with microparticles (beads) coated with barcoded primers, lysed within droplets to release their mRNA, which then binds to primers of their companion bead. The mRNAs are reverse-transcribed into cDNAs and libraries are sequenced on NextSeq 500.

(B) Annotated dimensionality reduction (tSNE) plots showing the overlapping of cell clusters of P14 WT control retinas obtained from public data (p1 and r1 to r6, Mascosko et al, 2015) and our own replicate (r8). n = 8 retinas.

(C) Schematic diagram of retinal cell types (left panel) and transcriptomic correlation in most prominent cell types across replicates from P14 WT control retinas obtained from public data (right panel, Mascosko et al, 2015) and our own replicate (r8). n = 8 retinas

(D) Total number of genes (nGene), the total number of unique molecular identifiers (UMIs), and the ratio of mitochondrial genes (percent.mito, as percentage of nGene) detected in each barcoded cell from WT and *Vldlr*<sup>-/-</sup> retina replicates. n = 3 retinas per condition.

(E) Annotated dimensionality reduction (tSNE) plots (left) showing the overlapping (right) of cell clusters from P14 WT and *Vldlr*<sup>-/-</sup> retina replicates. n = 3 retinas per condition.

### **Figure S2. Single-cell RNAseq analysis of retinal *Vldlr* expression and the impact of its deletion on autophagy.**

#### **Related to Figure 1**

(A) Dot plot of *Vldlr* transcript expression in WT retinal cell types from P14 mice.

(B) Dot plot of *VLDLR* transcript expression in adult retinal cell types from human donors (public single-cell RNAseq data obtained from GEO: GSE148077).

(C) Normalized Enrichment Scores (NES) for the GO\_AUTOPHAGOSOME gene set from GSEA of differentially expressed genes between *Vldlr*<sup>-/-</sup> and WT across retinal cell types.

n = 3801 WT and 5642 *Vldlr*<sup>-/-</sup> cells pooled from 3 retinas per group.

### Figure S3. Free fatty acid receptor 1 suppresses TFEB

#### Related to Figure 3

(A) Localization of retinal *Tfeb* (blue dots, white arrows) and *Ffar1* (red dots; black arrows) by RNAscope *in situ* hybridization, at P16. PS: photoreceptor posterior segment, ONL: Outer Nuclear Layer, OPL: Outer Plexiform Layer, INL: Inner Nuclear Layer, IPL: Inner Plexiform Layer, RGC: Retinal Ganglion Cells. Scale bars: 50 and 25µm.

(B-F) Western blot (WB) quantifications of known TFEB regulators and their phosphorylation status (p70S6K, GSK3β, ERK1/2, CaMKII and AKT) in WT, *Vldlr*<sup>-/-</sup>, and *Vldlr*<sup>-/-</sup>/*Ffar1*<sup>-/-</sup> at P16. None of these pathways were rescued by *Ffar1* deletion in *Vldlr*<sup>-/-</sup> retinas. n = 6-12 retinas per group. (G-H) WB quantifications of ATG5 and LC3B-II in WT, *Vldlr*<sup>-/-</sup> and *Vldlr*<sup>-/-</sup>/*Ffar1*<sup>-/-</sup> retinas at P16. n = 8-20 retinas per group.

Data are represented as mean ± SEM. ns: not significant, \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001. One-way ANOVA with Tukey's and Dunn's multiple comparisons test.

### Figure S4. FFAR1 Suppresses transcription factor EB

#### Related to Figure 3

(A-B) Western blot quantifications of calcineurin phosphorylation in 661W cells silenced or not for *Ffar1* (siRNA), and treated with its agonist, palmitate, or corresponding vehicle. n = 7-10 independent experiments.

(C) Schematic of luciferase reporter assay (top) and its quantifications (bottom). Stable 661W cell transfections of a vector containing the TFEB promoter driving luciferase expression; *Ffar1* was silenced (siRNA) or not in these cells treated with MCT (0.4%, 17h) or vehicle. Luc: Luciferase. n = 11-18 experiments.

(D-E) Representative immunofluorescence of TFEB nuclear translocation in fed or starved 661W cells. Starved cells were also treated with FFAR1 agonist, GW9508 or MCT. Scale bar: 25 µm. n = 43-76 cells per group.

(F) Western blots of TFEB protein expression in nuclear and cytoplasmic 661W cell fractions, treated or not with GW9508 (30µM, 17h). n = 5-6 experiments per group.

Data are represented as mean ± SEM. \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001. One-way ANOVA with Bonferroni's comparisons and two-tailed Student's t-test.

**Figure S5. Human RAP vitreous and *Vldlr*<sup>-/-</sup> RAP-like retinas share metabolite signatures Related to Figure 4**

(A-B) Principal component (PC) analysis of metabolomics profiles from human RAP and CNV vitreous, and mouse *Vldlr*<sup>-/-</sup> retinas compared to their respective control. (A) PC2 and PC3 segregate healthy and diseased RAP samples from humans and mice, which share common metabolite signatures, (B) whereas PC1 is strongly species-dependent. n = 8 RAP, 7 CNV, 5 human control (macular hole) vitreous, compared to 18 *Vldlr*<sup>-/-</sup> and 15 WT retinas. (C) Venn diagram of annotated metabolites detected in human RAP vitreous (192 metabolites) and mice *Vldlr*<sup>-/-</sup> retina (129 metabolites); 83 (34.9%) metabolites were shared by both. (D) Heat map of the shared metabolites between human control (macular holes, n = 5) and RAP vitreous (n = 8 samples), which correlates with mice WT (n = 15) and *Vldlr*<sup>-/-</sup> (n = 18) retinas.

**Figure S6. FFAR1 restrains oxidative metabolism via sirtuin-3 Related to Figure 5**

(A) Western blot quantifications of TFEB, ATG5, LC3B-II and SIRT3 protein expression in *Tfeb*-depleted (siRNA) 661W cells compared to control (scrambled siRNA, siScrm). n = 4-19 experiments per group. (B-C) *Ppara* and *Pgc1α* mRNA expression in 661W cells transfected with the siRNA of TFEB (65ng). n = 3 independent experiments per condition. (D) *Sirt1* and mitochondrial sirtuins (*Sirt3*, *Sirt4* and *Sirt5*) mRNA expression in 661W photoreceptor cells, treated or not with FFAR1 agonist GW9508 (14μM, 17h). n = 3 independent experiments per condition. (E) Immunoprecipitation (IP) of isocitrate dehydrogenase-2 (IDH2) in 661W cells treated with MCT or vehicle (Veh). K: Lysine acetylation residues; IB: immunoblotting. n = 3 independent experiments. (F) Oxygen consumption rate (OCR) and ATP production of 661W cells treated with FFAR1 agonist, GW9508 (14 μM, 8h) or vehicle. n = 6-11 experiments per group. (G) ELISA of VEGFA secretion of 661W photoreceptors treated or not with GW9508 agonist (14 μM, 6 h) or vehicle. n = 3 independent experiments. (H) Serum triglyceride concentrations of P16 WT, *Vldlr*<sup>-/-</sup> and *Vldlr*<sup>-/-</sup> / *Ffar1*<sup>-/-</sup> mice (n = 7, 10, and 6, respectively).

(I) *Sirt3* mRNA expression of P16 WT (n = 16), *Vldlr*<sup>-/-</sup> (n = 29) and *Vldlr*<sup>-/-</sup> / *Ffar1*<sup>-/-</sup> (n = 8) retinas.

(J) Representative 3D confocal images and pathological lesions (red arrow) in *Sirt3*<sup>-/-</sup> mice treated with FFAR1 agonist (GW9508, 14 μM, twice a day) or vehicle. DVP: deep vascular plexus, ONL: outer nuclear layer. Scale bars: 200 μm. Data are represented as mean ± SEM. \* P < 0.05, \*\* P < 0.01, \*\*\* P < 0.001, \*\*\*\* P < 0.0001. Two-tailed Student's t-test and One-way ANOVA with Bonferroni's comparisons.

### **Figure S7. Enhancing autophagy rescues pathological angiogenesis**

#### **Related to Figure 6**

(A) Retinal Autophagic flux quantification of CAG-RFP-EGFP-LC3/*Vldlr*<sup>-/-</sup> mice treated with trehalose (Treh, 2g/kg, 8days) or vehicle, at P16. Control eyes results from multiple experiments which were performed simultaneously with Figure 6A. n = 6 retinas per conditions. Scale bars: 10 μm.

(B) Serum triglyceride concentrations of P16 *Vldlr*<sup>-/-</sup> mice treated or not with HPβCD (n = 7-8)

(C) mRNA expression in *Vldlr*<sup>-/-</sup> retinas of pups treated with trehalose or vehicle, at P16. n = 10-12 retinas per group.

(D-E) TFEB and *Sirt3* expression in 661W photoreceptor cells treated with HPβCD or vehicle, using the (D) luciferase reporter assay and (E) qRT-PCR. n = 5-6 independent experiments per conditions.

(F-G) Quantification of RAP-like vascular lesions (white dots) at P16 in *Vldlr*<sup>-/-</sup> mice treated with trehalose (Treh) or vehicle. n = 14 retinas (vehicle) and 15 retinas (trehalose). Scale bars: 1mm.

Data are represented as mean ± SEM. \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001. Two-tailed Student's t-test and One-way ANOVA with Tukey's and Dunn's multiple comparisons test.

**Supplemental table 1.** Differentially expressed genes between Vldlr-deficient and wild-type photoreceptors from P14 mouse retina  
Vldlr-deficient and wild-type photoreceptors from P14 mouse retina.  
n = 1219 WT and 1341 *Vldlr*<sup>-/-</sup> cells pooled from 3 retinas per group, P14.

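The copy of the table read here holds 50 genes listed as higher and 50 listed as lower, each with an average log fold change between cells, so no overlap or enrichment was computed. The paper's photoreceptors are 1219 WT and 1341 *Vldlr*-/- cells, against 267 cells of 1 WT retina and 1416 cells of 3 retinas here. The table does not name the base of its logs, which were taken as natural logs, and the measure computed from these cells is the difference in the natural log of mean transcripts per 10000 plus 1. All 100 genes were in the matrix, though 2 of those listed as lower had 0 UMIs in photoreceptors and so count in neither direction. Of the 50 genes listed as higher, 29 were higher in the retinas labeled Vldlr KO, 11 of them in 3 of 3 retinas, while 10 genes were lower in 3 of 3. Of the 50 listed as lower, 18 were lower, 11 of them in 3 of 3 retinas, and 10 were higher in 3 of 3. The median fold change was 0.0254 for the first group, where the paper's own values have a median of 0.509, and 0.0581 for the second, where the paper's median is −0.611. With a retina labeled Vldlr KO left out in turn, 24 to 28 of the first group and 18 to 20 of the second had the listed direction. With edgeR's log2 fold changes, an alternative chosen after the data were seen, 26 of 50 and 19 of 47 had it. The edgeR quasi-likelihood test called 2 genes of the first group, both in the listed direction, and 4 of the second, 2 of them in the listed direction. The largest changes that held their direction were sex-linked, with EIF2S3Y at 1.16 here against the paper's 0.808 and XIST at −3.27 against the paper's −2.61; EIF2S3Y had 0 UMIs in the WT retina and XIST 0 in the 3 others, so both values are set by the other group and the 1 added. The cone genes ARR3, OPN1MW and OPN1SW, with 0.804, 0.739 and 0.634 in the paper's table, were at 0.0467, 0.0735 and −0.274.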

**50 most Up regulated genes** when comparing Vldlr to WT

**50 most Down regulated genes** when comparing Vldlr to WT

**Table S2. Human Clinical Information**

**Supplementary Table 2.** Clinical information of human subjects. Vitreous was collected either in the right (OD) or left (OS) eye of patients with macular hole (control), retinal angiomatous proliferation (RAP) and choroidal neovascularization (CNV). All patients with active neovascular disease were treated with Bevacizumab (1.25mm/0.05ml) after vitreous collection. Naïve neovascular disease refers to patients that had not received prior anti-VEGF injections. Active disease characterizes patients that developed new neovascular lesions despite prior anti-VEGF treatment. Inactive disease defines subjects with stable neovascular retinal lesions after anti-VEGF treatment.

**Table S3. Primer Sequences**

**Table S4. Description of reagent or resource**

**Table S5. Description of statistical analysis**

## **SUPPLEMENTARY METHODS**

### **Human retina collection**

All patients previously diagnosed with type 3 neovascular membrane (or retinal angiomatous proliferation - RAP) were treated with Bevacizumab 1.25 mg/0.05ml and followed by a single vitreoretinal surgeon (F.A. Rezende; HMR). Control patients undergoing surgical treatment for nonvascular pathology (Macular Hole) by the same surgeon (F.A.R.). In an operating room setting, patients underwent surgery under local retro/peribulbar anesthesia. A 5% povidone-iodine solution was used to clean the periocular skin. Vitrectomy was performed through 25-gauge valved cannulas (Alcon) and undiluted samples were collected at the beginning of the procedure. For patients with RAP and wet AMD patients had their undiluted vitreous tap samples collected with a 25-gauge sutureless Retrector<sup>®</sup> system (Insight Instruments, Stuart, FL) just prior to bevacizumab 1.25 mg/0.05 ml intravitreal injection. Vitreous humour was aliquoted in steril tubes and immediately frozen on dry ice. Criteria for differentiating neovascular membrane (NVM) types 1 and 2 (wet AMD) vs type 3 (RAP) was based on spectral-domain optical coherence tomography (OCT) radial scans and OCT-angiography 3x3 mm scans. NVM Type 1 is under the retinal pigment epithelium (RPE), NVM Type 2 is above the RPE on the subretinal space (both named wet AMD) and NVM Type 3 (RAP) was intraretinal neovascularization only, prior to extending towards the subretinal space. All healthy control subjects had no history of hypertension, cigarette smoking or diabetes and presented full-thickness macular hole without clinical signs of vascular retinopathies.

### **Mice retina collection**

All retinas and eyes were collected at the same time of day (10 am) in order to limit variation in autophagy caused by circadian rhythm, with the exception of experiments that required starvation (8 hours) and their corresponding controls that were performed during the day. Littermate controls were used for each experiment.

### **Mice drug treatments**

*Vldlr*<sup>-/-</sup>, *Ffar1*<sup>-/-</sup>/*Vldlr*<sup>-/-</sup> and C57 control mice were gavaged with MCT or NaCl 0.9% (40 µl/once a day, P8 to P16); other mice were injected intraperitoneally (i.p., once a day, P8 to P16) with HPβCD (8g/kg), trehalose (2g/kg) or NaCl 0.9% (vehicle). Following treatment, mice were dark-adapted and fasted for 8-hours before tissue collection. *Sirt3*<sup>-/-</sup> mice were raised in dark and injected with GW9508 or NaCl 0.9% (i.p twice a day) or with chloroquine (75mg/Kg, one a day) from P8 to P16 before eye enucleation.

### **Cell drug treatments**

Cells were equally distributed into 6-, 12- or 24-well plates and cultured to 80% confluence. Cells were incubated for 17h with BSA-Palmitate (0.2mM), MCT (0.4%, Nestlé), HPβCD (1mM, Sigma-Aldrich), chloroquine (40µM, Sigma-Aldrich), GW9508 (30µM, Cedarlane) or their respective vehicle. Non aqueous solution were dissolved in DMSO prior to experiment. Final concentration of DMSO in culture cell media was maintained under 0.01%. Photoreceptor 661W cells were collected for protein or mRNA extraction using RIPA buffer (Cell Signaling), NE-PER™ Nuclear and Cytoplasmic Extraction Reagents (ThermoFisher Scientific) or RNeasy kit (Qiagen), according to the manufacturer's protocol.

### **siRNA cell transfection**

661W cells were transfected with siRNA against *Ffar1* (40nM, Dharmacon), against *Tfeb* (65nM, Dharmacon), or scrambled sequences using lipofectamine 2000 (Thermo-Fischer Scientific); maximal gene depletion was observed 48 hours following transfection. Cells were then collected for mRNA and protein or treated with BSA (control) or BSA-palmitate (0.2mM) for 17h before protein extraction with RIPA1X buffer (Cell Signaling). For seahorse experiments, cells were trypsinized after FA treatment and cultured in 96 well plate (20000 cells/well) to perform OCR experiments.

### **Tfeb-luciferase reporter construction**

Tfeb luciferase reporter cell lines and controls were generated by transfecting a *Tfeb* promoter-luciferase reporter plasmid (2,5 µg/ µl, plasmid #66801, Addgene) and pcDNA3 plasmid (1 µg/ µl, Invitrogen) using Lipofectamine 2000 (Thermo-Fischer Scientific) according to the manufacturer's protocol. Clones were selected using G418-geneticin (Sigma-Aldrich) antibiotic (3mg/ml). Individual clones expressing the Tfeb promoter-luciferase plasmid were screened by PCR using primers detecting the luciferase (Forward: GCATTCCGGTACTGTTGGT; Reverse: GCAGCGCACTTTGAATCTTG). Selected cells were stored in liquid nitrogen until use.

### **Dual luciferase Assay**

Cells with stable expression of Tfeb-Luciferase reporter were, if necessary, transfected with siRNA against *Ffar1* as described above and seeded ( $3 \times 10^4$ ) in 24-well plates and transfected with Renilla (pRL-CMV Vector, Promega) for 24 hours prior to stimulation with MCT (0.4%, Nestlé), HPβCD (1mM, Sigma-Aldrich) or their respective vehicle. Cells were starved 4 hours with serum-free DMEM without L-Glutamine (Stock 319-025-CL, Wisent), in addition to treatments. Luciferase activity was measured using the Dual-Luciferase® Reporter Assay System (Promega) according to the manufacturer's protocol. Each independent experiment was repeated at least three times and normalized using the Renilla signal.

### **Immunoprecipitation**

Cells were cultured to 80% confluence and treated 17h with MCT (0.4%, Nestlé), washed with PBS and their protein were collected in RIPA buffer containing protease inhibitors (ratio 1:100, Sigma-Aldrich). For immunoprecipitations, protein lysates (1 µg/ml; 200 µl) were incubated overnight with IDH2 primary antibody (1/50, Cell Signaling). Protein A-agarose beads (20 µl, Santa-Cruz Biotechnology, sc-2001) were then added to each lysate and incubated 1h at 4°C (rotation). The beads were then washed 3 times with lysis buffer. Immunoprecipitated proteins were denatured in Laemmli buffer (20 µl of 3X; 150 mM Tris-HCl (pH 6.8), 300 mM DTT, 6% SDS, 0.3% bromophenol blue, and 30% glycerol) and boiled for 5 min. Proteins were resolved by 12% SDS-PAGE and analysed by immunoblotting.

## **ELISA**

Retinal VEGFA concentration was measured by ELISA (MMV00, R&D Systems) according to the manufacturer's instructions, and normalized to the total cell protein content of each sample, as assessed by the Bradford assay. 661W cells were treated with GW9508 at 14 $\mu$ M for 6h before collection.

## **RT-PCR**

mRNA from cells, retinas or laser-captured samples were extracted using the RNeasy kit (Qiagen) according to the manufacturer's protocol, and reverse transcribed to obtain cDNA libraries. PCR primers were designed using Primer Bank and NCBI Primer Blast software. Real time PCR were performed on a Lightcycler 480, Instrument II (Roche), using iTaq Universal SYBR Green Supermix kit (Bio-Rad). Gene expression was calculated relative to *cyclophilin A* using the  $\Delta$ Ct method. Primer sequences are reported in supplemental Table S3.

## **Immunoblotting**

Retinal lysates (P16, 25-50  $\mu$ g) were obtained from mice that had a confirmed neovascular phenotype in the contralateral eye; they were loaded on SDS-PAGE gels and electro-blotted onto a PVDF membranes. Membranes were then incubated with antibodies against total and ATG5 (Cell Signaling Technology), SIRT3 (Cell Signaling Technology), p62/SQSTM1 (Cell Signaling Technology), LC3B-II (Cell Signaling Technology), Lamin B1 (Cell Signaling Technology), Histone H3 (Cell Signaling Technology), ZKSCAN3 (Proteintech), phospho TFEB Ser142 and total TFEB (Cell Signaling Technology), total TFEB (Bethyl Laboratories), FFAR1 (Abcam), total and phospho p70S6K (Cell Signaling Technology), total and phospho MAPK 42/44 (ERK1/2) (Cell Signaling Technology), total and phospho GSK-3 $\beta$  and AKT (Cell Signaling Technology) and phospho Calcineurin Ser197 (Badrilla), Pan-Calcineurin A (Cell Signaling Technology). Western blot of  $\beta$ -actin or Tubulin (Cell Signaling) was used as a loading control. All antibodies were used according to the manufacturer's instructions. Revelation was done using ECL reagent from Thermofisher. Refer to Table S4.

### Single-cell drop-seq

Single-cell suspensions were prepared from C57Bl/6 control retinas at P14, as reported (1), through successive steps of digestion (using papain solution; Worthington, LK003150), trituration and filtration to obtain a final concentration of 120 cells/ $\mu$ l. Droplet generation and cDNA libraries were performed as described in the Drop-seq procedure, and sequencing was done on Illumina NextSeq 500. We replicated the single cell results of Macosko et al., using the same biological samples (C57 retina), time points (P14) and methods (**Figure S1**) and confirmed identical clustering of the different retinal cell types with our reference sample. We therefore combined our retinal sample (r8) with WT replicates from Macosko et al (r3 and r5), for further comparison with *Vldlr*<sup>-/-</sup> retinas (3 biological replicates, P14, (~3000 cells/replicate).

### Single cell RNA sequencing analysis

Unique molecular identifier (UMI) counts for WT and/or *Vldlr*<sup>-/-</sup> scRNAseq replicates were merged into one single Digital Gene Expression (DGE) matrix and processed using the "Seurat" package (2). Cells expressing less than 500 genes and more than 10% of mitochondrial genes were filtered out. Single cell transcriptomes were normalized by dividing by the total number of UMIs per cell, then multiplying by 10,000. All calculations and data were then performed in log space (i.e.  $\log(\text{transcripts-per-10,000} + 1)$ ). PCA analysis on the most variable genes in the DGE matrix identify 20 significant PC, which served as input for t-Distributed Stochastic Neighbor Embedding (tSNE) or Uniform Manifold Approximation and Projection (UMAP). To identify putative cell types on the embedded map, we used a density clustering approach and computed average gene expression for each of the identified cluster based on Euclidean distances. We then compared each of the different clusters to identify marker genes that were differentially expressed in the cluster. Transcriptomic differences between WT (n = 3801 cells) and *Vldlr*<sup>-/-</sup> (n = 5642 cells) cell types were statistically compared using a negative binomial model, visualization tools included Violin Plot, Split Dot Plot, Dot Plot and tSNE plot. Single-cell gene expression profiles from each separate cell type identified by scRNAseq were further analyzed using AUGUR (3), Gene Set Variation Analysis (4), pre-ranked Gene Set Enrichment Analysis (5, 6) and fast pre-ranked GSEA (7).

### **Oxygen consumption rates**

Oxygen consumption rates (OCR) were measured using a Seahorse XF<sup>e</sup>96 Flux Analyzer. Photoreceptor 661W cells were seeded in 96-well plates and cultured with BSA or BSA-Palmitate (0,2mM), in the presence of GW9508 (30μM, Cedarlane), HPβCD (1mM, Sigma-Aldrich), chloroquine (40μM, Sigma-Aldrich) or their respective vehicle for 8 hours. Cells were incubated in assay media (DMEM 5030 media, 12mM glucose, 1mM sodium pyruvate, 2mM glutamine, 10mM HEPES) with their respective drug treatments one hour prior to OCR measurements. Dependence on fatty acid β-oxidation was assayed by treating cells with Etomoxir (40μM; Sigma-Aldrich) 45 min prior to analysis. Oligomycin (1μM, Sigma-Aldrich), carbonyl cyanide-*p*-trifluoromethoxy-phenylhydrazone (FCCP; 2μM, Abcam) and rotenone-antimycin A (RAA; 0.5μM, Sigma-Aldrich) were added to cells to measure ATP production, maximal respiration, and non-mitochondrial respiration, respectively. Results were normalized using the number of cells in each well.

### **Laser micro dissection**

Eyes from P16 mice were embedded in Frozen Section Media (Surgipath FSC22 Clear, Leica) and flash frozen immediately after enucleation. Cryosections (10μm) were collected on RNase-free polyethylene naphthalate glass slides (11505189, Leica). Sections were then stained for lectin (1:50 in 1mM CaCl<sub>2</sub>) and dehydrated with 70%, 90% and 100% ethanol washes. Retinal vessels and layers were microdissected with a Leica LMD 6000 system (Leica Microsystems) and collected directly into RNA stabilizing buffer from the RNeasy Micro kit (Qiagen, Chatsworth, CA). RNA was extracted from microdissected tissues using the RNeasy Kit as described above (Qiagen), and real-time PCR was performed with the generated cDNA.

### **Super resolution confocal microscopy**

Images of CAG-RFP-EGFP-LC3 retinas at P16 and photoreceptor 661W cells were acquired using the Lightning program of Leica TCS SP8 confocal microscope, using a 40 X (HP PL APO 40X/0.85 CORR CS, 0.11-) and 63X (HP PL APO 63X/1.40 OIL CS2) lenses. Image resolution of 1024x1204 and 3808x 3808 pixels were acquired and then deconvolved. Illumination was provided using a solid-state laser (20mW): 488 nm and 552 nm, as well as Diode (50mW): 405

nm laser. Slides were imaged at room temperature (~22°C). Post-acquisition image analysis was performed with LAS-X and ImageJ software.

### **Autophagic flux quantification**

Eyes from CAG-RFP-EGFP-LC3 and CAG-RFP-EGFP-LC3/*Vldlr*<sup>-/-</sup> mice P16 were fixed in 4% paraformaldehyde at room temperature 1h, cryoprotected with a sucrose gradient, and embedded using Surgipath FSC22 Clear (Leica). Cryosections (10µm) were prepared from a minimum of 6 mice per group and 1 section with corresponding volume of 0.226 µm<sup>3</sup> for each eye were analyzed. Autophagic flux was quantified using Imaris software and the 3D object colocalization tool.

### **Immunofluorescence**

Cells were cultured to 80% confluence in 4-chamber slides (Nunc® Lab-Tek® II chambered coverglass, Sigma-Aldrich, cat Z734853) and pre-treated 17h with GW9508 (30µM, Cedarlane), MCT (0.4%) or vehicle. The cells were then washed with PBS-1X and starved 4 hours in serum-free DMEM, maintaining their respective drug treatments, before to be fixed 10 min in PFA4%. P16 eyes were collected and fixed 1h in PFA4%, at room temperature. Permeabilization was similarly performed for eyes and cells (20 min, 0.1% Triton X-100), and incubation was made in blocking buffer (20 min, PBS-BSA 5%) at room temperature. Immunostaining was done overnight with anti-Tfeb chip grade primary antibody (dilution 1/100 in PBS, Abcam #122910) or anti-p62/SQSTM1 (Rodent specific, dilution 1/100, Cell Signalling # 23214S) and PNA-cy5 (dilution 1/100, Vector Lab # CL-1075-1), followed by secondary labeling using donkey anti-goat IgG Alexa fluor 488 (1 hour, 1/500 in PBS, ThermoFischer Scientific). Quantification of eGFP intensity or dots was measured using ImageJ software. Briefly, for TFEB nuclear localisation, confocal images were acquired using the SP8 confocal microscope (Leica) at 40X oil immersion under resonant scanner. Images were then loaded on ImageJ, color images were separated and analyzed using the region of interest (ROI) manager. ROI were selected based on Dapi signal (corresponding to nucleus) and were superposed onto eGFP signal image, defining nuclear eGFP intensity.

### **Vascular lesion quantification**

Mice were euthanized at P16 using a saline-pentobarbital solution and eyes were enucleated and fixed for 1h in paraformaldehyde 4% at room temperature. Retinas were wash in PBS1X and dissected, then permeabilized in methanol (20 minutes at -20°C) and stained overnight at room temperature with Isolectin B4 (1/100, Fluorescein labeled Griffonia (Bandeiraea) Simplicifolia Lectin I, Vector Lab # FL-1101-2) diluted in 1 mM CaCl<sub>2</sub>-PBS. Lectin-stained retinas were whole-mounted onto Superfrost/Plus microscope slides (Fisher Scientific) with the photoreceptor side up and embedded in Fluoro-gel (Fischer Scientific). For quantification of retina outer vascular lesions, 20 images of each whole-mounted retina were obtained at 10x magnification on a Zeiss AxioObserver.Z1 microscope and merged to form one image using AxioVision 4.6.3.0 software. Vascular lesion counts were analyzed by technicians blinded to the interventions using the SWIFT\_MACTEL method, as described (8).

### **RNAscope *in situ* hybridization**

Experiments were performed as per manufacturer instructions on fixed retinal cryosections (12µm) using the RNAscope 2.5 chromogenic assay (Duplex, ACD biotechnie). WT and *Vldlr*<sup>-/-</sup> eyes at (P)16 were fixed in 4% PFA for 24 hours (4°C). Eyes were then immersed in sucrose gradient (10 to 30%), frozen in optimal cutting temperature compound (Surgipath FSC22 Clear, Leica) and stored at -80 °C until use. *Ffar1* and *Tfeb* mRNA expression were targeted using probes designed by ACD-Biotechnie. Retinas were then imaged with a Leica DME-6 microscope using a 20X dry objective (HC PL APO 20X/0.75 CS2) and analyzed with imageJ.

### **Triglyceride concentrations**

Blood collected in EDTA tubes was centrifuged to obtain plasma from P16 WT and *Vldlr*<sup>-/-</sup> mice, fed MCT (40µl, once) or vehicle (collected 8 hours later). Triglyceride concentrations were measured using the Triglycerides kit and Analox GL5 analyser (Analox Instruments, UK) following manufacturer instructions.

## Metabolite profiling

Retina and human vitreous metabolite extracts were analyzed using two liquid chromatography tandem mass spectrometry (LC-MS) methods to measure polar metabolites, as described previously (9, 10). Rapidly dissected WT and *Vldlr*<sup>-/-</sup> retinas (flash-frozen less than 1 min after euthanasia; 15 or 16 biological replicates) were homogenized in 80% methanol (8 µL/mg of tissue) containing the internal standards inosine-15N4, thymine-d4, and glycocholate-d4 (Cambridge Isotope Laboratories) using a TissueLyser II (Qiagen) bead mill for 4 minutes at 20 Hz. Samples were centrifuged (9,000 x g, 10 min, 4°C) and supernatants were collected for direct analysis using negative ion mode profiling and were 5-fold diluted using acetonitrile/methanol/formic acid (74.9:24.9:0.2 v:v:v) for positive ion mode profiling. For human vitreous samples, negative ion mode profiling samples were prepared from 30 µL extracted with 120 µL of 80% methanol containing inosine-15N4, thymine-d4 and glycocholate-d4 internal standards (Cambridge Isotope Laboratories; Andover, MA) while samples for positive ion mode profiling were prepared by extracting 10 µL with 90 µL of acetonitrile/methanol/formic acid (74.9:24.9:0.2 v:v:v). Negative ion mode data were acquired by injecting extracts (10 µL) onto a 150 x 2.0 mm Luna NH2 column (Phenomenex; Torrance, CA). The column was eluted at a flow rate of 400 µL/min with initial conditions of 10% mobile phase A (20 mM ammonium acetate and 20 mM ammonium hydroxide in water) and 90% mobile phase B (10 mM ammonium hydroxide in 75:25 v/v acetonitrile/methanol) followed by a 10 min linear gradient to 100% mobile phase A. MS analyses were carried out using electrospray ionization in the negative ion mode using full scan analysis over m/z 70-750 at 70,000 resolution and 3 Hz data acquisition rate. Additional MS settings were: ion spray voltage, -3.0 kV; capillary temperature, 350°C; probe heater temperature, 325 °C; sheath gas, 55; auxiliary gas, 10; and S-lens RF level 50. Positive ion mode data were acquired by injecting extracts (10 µL) onto a 150 x 2 mm, 3 µm Atlantis HILIC column (Waters; Milford, MA). The column was eluted isocratically at a flow rate of 250 µL/min with 5% mobile phase A (10 mM ammonium formate and 0.1% formic acid in water) for 0.5 minute followed by a linear gradient to 40% mobile phase B (acetonitrile with 0.1% formic acid) over 10 minutes. MS analyses were carried out using electrospray ionization in the positive ion mode using full scan analysis over 70-800 m/z at 70,000 resolution and 3 Hz data acquisition rate.

Other MS settings were: sheath gas 40, sweep gas 2, spray voltage 3.5 kV, capillary temperature 350°C, S-lens RF 40, heater temperature 300°C, microscans 1, automatic gain control target 1e6, and maximum ion time 250 ms. Raw data were processed using TraceFinder 3.3 and 4.1 software (Thermo Scientific; Waltham, MA) and Progenesis Q1 (Nonlinear Dynamics; Newcastle upon Tyne, UK). For each method, metabolite identities were confirmed using authentic reference standards.

Human and mouse metabolomics profile were analyzed using MetaboAnalyst (11). Data was filtered based on interquartile range, then normalized using quantile normalization and auto-scaling. Outliers, detected by Random Forest algorithm, were removed and Principal component analysis (PLSDA) was performed on normalized data. Metabolite Set Enrichment Analysis was also performed using MetaboAnalyst. Correlated metabolites between mouse and human samples were identified and visualized using R/3.4.0 and the ShinyHeatmap package (12).

## References

1. Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M, et al. Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell*. 2015;161(5):1202-14.
2. Satija R, Farrell JA, Gennert D, Schier AF, and Regev A. Spatial reconstruction of single-cell gene expression data. *Nat Biotechnol*. 2015;33(5):495-502.
3. Skinnider MA, Squair JW, Kathe C, Anderson MA, Gautier M, Matson KJE, et al. Cell type prioritization in single-cell data. *Nature Biotechnology*. 2021;39(1):30-4.
4. Hänzelmann S, Castelo R, and Guinney J. GSEA: gene set variation analysis for microarray and RNA-Seq data. *BMC Bioinformatics*. 2013;14(7).
5. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 2005;102(43):15545-50.
6. Mootha VK, Lindgren CM, Eriksson K-F, Subramanian A, Sihag S, Lehar J, et al. PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat Genet*. 2003;34(3):267-73.
7. Korotkevich G, Sukhov V, and Sergushichev A. 2019.
8. Joyal J-S, Sun Y, Gantner ML, Shao Z, Evans LP, Saba N, et al. Retinal lipid and glucose metabolism dictates angiogenesis through the lipid sensor Ffar1. *Nature Medicine*. 2016;22(4):439-45.

9. Mills EL, Pierce KA, Jedrychowski MP, Garrity R, Winther S, Vidoni S, et al. Accumulation of succinate controls activation of adipose tissue thermogenesis. *Nature*. 2018;560(7716):102-6.
10. O'Sullivan JF, Morningstar JE, Yang Q, Zheng B, Gao Y, Jeanfavre S, et al. Dimethylguanidino valeric acid is a marker of liver fat and predicts diabetes. *J Clin Invest*. 2017;127(12):4394-402.
11. Xia J, and Wishart DS. Using MetaboAnalyst 3.0 for Comprehensive Metabolomics Data Analysis. *Curr Protoc Bioinformatics*. 2016;55:14.0.1-.0.91.
12. Khomtchouk BB, Hennessy JR, and Wahlestedt C. shinyheatmap: Ultra fast low memory heatmap web interface for big data genomics. *PLoS One*. 2017;12(5):e0176334.

How the deposited data were processed for this re-analysis (not part of the article)

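Drop-seq libraries of mouse retinas at postnatal day 14 were analyzed, 1 of a WT retina and 3 of retinas labeled Vldlr KO. The values are UMI counts per gene and cell barcode, which the authors made from the sequencing reads with dropSeqPipe and Drop-seq tools (Table S4) and deposited as whole numbers without normalization, with the replicates side by side in one matrix. How the authors chose the cell barcodes was not found in the paper's text or supplements, nor were the aligner, the genome build or the annotation, so no coordinates are printed. Gene order and chromosomes were matched by gene symbol from a RefSeq gene table of the mouse, which covered 93.2% of the genes tested in photoreceptors, and names of processed gene copies came from GENCODE vM21. The matrix holds 25478 genes. Of its columns, 14089 were assigned to the 4 retinas by their labels, and 6000 columns not mapped to a sample were not used. The human data, the 2 added WT retinas of another study, and the paper's qPCR, immunoblot, imaging and metabolic measurements were not analyzed here.

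Cells with fewer than 500 genes or more than 10% mitochondrial UMIs were left out. Kept counts were scaled to 10000 per cell and log-transformed, 2000 variable genes gave 20 principal components, and a shared-neighbour graph over 15 nearest neighbours was clustered by the Leiden method at resolution 1, with leidenalg 0.10.2 and igraph 0.11.9 in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Clusters were named from lists of markers written before the data were examined. A marker counted as raised when at least 5% of the cluster's cells held it and its CPM was 2-fold or more over the other cells, and as strongly raised at 4-fold. Among the types with at least 3 raised markers, the type with the most markers among the 10 leading genes (each seen in at least 25% of the cells) gave the name, and after that the type with the most raised markers. A cluster stayed unnamed when no type had 3 raised markers, when another type had more markers among the leading genes or had all its markers raised, when no marker led or was strongly raised, or when its cells were shallow and no marker led. This naming rule was changed after the clusters were first seen, and a rule that leaves clusters led by ciliary epithelium genes (from OPTC, WIF1 and BEST2) unnamed was added then. Of 29 clusters, 4 stayed unnamed. Scrublet, run on each retina with scanpy 1.11.5, called doublets, which were kept except in the alternative that removes them.

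The kept cells hold 2851240 UMIs in the WT retina and 4339154, 2204891 and 3309339 in Vldlr KO 1, 2 and 3. The precision of single values is given as exact Poisson intervals for counts and exact binomial intervals for shares of cells, both at 95%, and a limit for 0 counts was set at 3 counts. CPM means the UMIs of a gene scaled by all UMIs of the retina or of the cell type in that retina.

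UMIs were summed per retina over the cells of each type with at least 10 cells in each retina, which gave 9 sets of cells: photoreceptors (rods and cones), rods, cones, bipolar cells, amacrine cells, Müller glia, retinal ganglion cells, horizontal cells and pericytes. The sums were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test, with TMM normalization, filterByExpr and a Benjamini-Hochberg adjusted p threshold of 0.05. With 1 WT retina the spread comes from the 3 others, and no batch is named that could be modeled. Gene lists were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation preset at 0.01, and 63 tests of 7 lists in 9 sets of cells were adjusted together. The lists are autophagy (56 genes), autophagy and lysosome primers of Table S3 (27), the CLEAR network (83), calcineurin signaling (30), the respiratory chain (60), rod phototransduction (20) and cone phototransduction (12); all but the Table S3 primers were written from general knowledge. Differences between rods and cones, and between bipolar and amacrine cells, were tested as interactions with the retina as a blocking factor. The edgeR test was tested on simulated photoreceptor counts, where it called 57 of 200 changed genes and 5 unchanged ones, and 0 genes when nothing was changed.

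Genes named one by one followed a rule set before the data were examined, and some genes that it covers are not reported here. They are Vldlr, the genes named in the main text, the genes drawn in Figure 1E, the 10 largest changes in each direction in Supplemental Table 1, the calcineurin subunits, 6 sex-linked genes, and the largest called changes whose WT value lies outside the range of the other retinas. HSPA8 and RPS3A1 fall outside the rule and are named because the list of called genes in photoreceptors is given whole; genes of single retinas, cluster markers and RPS3A3 were named after the data were seen. Supplemental Table 1 gives an average log fold change between cells without naming the base; it was taken as a natural log and computed so from the kept photoreceptors.

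Cell types were ranked after Augur's design with scikit-learn 1.9.0: 50 samples of 9 cells per group, 500 variable genes, 3-fold cross-validation and a random forest of 100 trees, with seed 0. In a first run the 6 sex-linked genes were always among the features. They were held to the same rule as other genes after those values had been seen, and only the second version is reported.

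The alternatives set before the data were examined were RLE size factors, DESeq2 1.42.0, no filter on low counts, each retina labeled Vldlr KO left out in turn, cells with at least 900 genes, removal of doublets, clustering at resolution 0.5 or 2, counts thinned to the lowest total, rods or cones alone, cells thinned to 500 UMIs, logistic regression and features without the sex-linked genes. For gene lists they also were fry, camera with an estimated correlation and pre-ranked fgsea 1.28.0. Alternatives for the other cell types, for Supplemental Table 1 and for autophagy genes by cell type were added after the data were seen, as were the comparison of autophagy genes between cell types and the one without TAX1BP1. Each retina was also set in turn against the other 3, and 10000 random lists matched on expression served as reference for genes with near-identical copies.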

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

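The tests of called genes on chromosomes X and Y, of called genes elsewhere and of those near 0 without Vldlr KO 2, of gene copies and of bipolar cells in Vldlr KO 2, and of amacrine against bipolar cells were chosen only after the result they test was seen; the others were set before the data were examined.

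**Sex-linked transcripts.** XIST had 12082 UMIs in the WT retina, while Vldlr KO 1, 2 and 3 had 3, 3 and 2. DDX3Y was at 129, 148 and 151 CPM in Vldlr KO 1, 2 and 3 and had 1 UMI in the WT retina. The paper's text does not discuss these genes, although Supplemental Table 1 lists XIST, TSIX, EIF2S3Y and DDX3Y. Sex and genotype label are therefore the same split of the 4 retinas, and the paper's methods state only that females and males were used. Of the 12 genes called in photoreceptors, 50.0% lie on X or Y, and they lie there more often than the other tested genes (Fisher exact p = 5.23e-07), so a difference in sex may account for those 6. It is unlikely to account for GUCA1B and HSPA8, 2 genes whose log2 fold changes without Vldlr KO 2 were 0.19 (SE 0.42) and 0.07 (SE 0.43) although the 2 retinas left also carry Y-linked transcripts. For the other called genes outside X and Y it cannot be told apart: all 6 were no longer called in photoreceptors without Vldlr KO 2, yet without it MT-RNR2 was still called in rods (log2 fold change −0.70, adjusted p = 0.00732) and was newly called in bipolar cells (−0.64, adjusted p = 0.0140), where it was not called with all retinas. A difference in depth is argued against, because 11 of the 12 were also called after thinning each retina to the lowest total, where 13 were called. Among the 100 genes on either side of Vldlr, 49 were tested and 0 were called by edgeR (2 at an unadjusted p under 0.05), which argues against an effect of the targeted allele on its neighbors as the cause. Whether the number of calls exceeds chance cannot be told apart in this design: 3 of the 4 retinas, the WT retina included, gave at least 12 called genes when taken as the lone one, and with 4 ways to choose it the share is never under 0.25.

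**Vldlr UMIs in the retinas labeled Vldlr KO.** Over all barcodes Vldlr KO 2 had 201 VLDLR CPM, above the WT retina at 96.0, and Vldlr KO 1 and 3 had 109.9 and 109.8. Free RNA from other cells is unlikely as the source: it would give all cell types of a retina like levels, and rods exceeded amacrine cells by at least 3.43-fold in each of the 3 retinas. A mislabeled sample, and a targeted allele that still makes a transcript counted at its 3′ end, stay open and were not tested. The paper's mRNA assay of Figure 3B is another measure and does not decide between them. The excess in Vldlr KO 2 was present in photoreceptors (361 CPM against 180.4 in WT), bipolar cells (185 against 99.9), amacrine cells (83.8 against 48.5) and Müller glia (58.1 against 26.5). A difference in how the reads of that library were counted stays open for it as well. The design names no condition that sets Vldlr KO 2 apart, so no biological explanation was tested.

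**Vldlr KO 2 against the other retinas.** With Vldlr KO 2 as the lone retina, the edgeR test called 111 genes in photoreceptors, 66 higher and 45 lower in it, against 20 with Vldlr KO 1, 12 with the WT retina and 0 with Vldlr KO 3 (304 at an unadjusted p under 0.05). Supplemental Figure 1 of the paper shows genes, UMIs and mitochondrial share per replicate, and the text of the paper sets none of the Vldlr-deficient retinas apart. A change in photoreceptors alone is argued against, since 91 of the 101 called genes that were also tested in bipolar cells moved the same way there (90.1%). A candidate explanation is that reads of near-identical gene copies were assigned differently in that library. Of the called genes that are not sex-linked, 10 of 109 have a processed copy named after them, more than in 99.8% of 10000 random lists matched on expression, and 2.60% of the other tested genes have one (Fisher exact p = 0.000672). RPS3A1 and RPS3A3 trade places: RPS3A1 was at 282 CPM in Vldlr KO 2 and 3.95 to 11.1 in the other 3, RPS3A3 at 25.4 against 310 to 396, while their sum was 307 against 314 to 405. Gene copies cannot be the whole explanation from this count, since most of the 111 have no such copy. MT-ND3 had 64.9 CPM and PTTG1 76.1 in photoreceptors of Vldlr KO 2 and 0 UMIs in the others, and GM10036 had 8.46 against 221 to 286. A separate alignment, annotation or library batch, or a strain variant, stays open and was not tested, since neither the labels nor the paper name one.

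**Rod genes in amacrine cells.** The rod phototransduction list was higher in amacrine cells of the retinas labeled Vldlr KO (median log2 fold change 1.39), and its change there exceeded that in bipolar cells by a median of 0.99 over 20 genes. The test of that difference by camera with a preset correlation gave an adjusted p of 4.18e-11, whereas fry (0.115) and camera with an estimated correlation (0.0970) did not pass. The medians per retina against WT were 1.55, 1.43 and 0.79 in amacrine cells and 0.14, 0.75 and −0.30 in bipolar cells, so 3 of 3 retinas showed the difference. Free RNA of rods that differs between the retinas cannot be told apart from other sources. It predicts as large a change in bipolar cells, and the difference of 0.99 is against that. Yet this difference rests on a single WT retina and 2 of the 3 tests of it did not pass. The list also rose in horizontal cells, pericytes, Müller glia and retinal ganglion cells, as given further below, which goes with free RNA and not with amacrine cells alone. Doublets of rods and amacrine cells are another candidate source that was not tested, and a biological difference by genotype or sex stays open.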

How the results depend on the processing

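The alternatives for cell types other than photoreceptors, for Supplemental Table 1 and for autophagy genes by cell type were chosen only after the data were seen. No paired analysis was possible because there is only 1 WT retina, so the groups share fewer than 2 replicate numbers. With a retina left out, the lone WT retina is assumed to vary like the 2 others.

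Called genes in photoreceptors numbered 12 and remained 12 under RLE and with no filter. With at least 900 genes per cell it was 10, of which 5 were shared. The number fell to 4 without doublets, 5 at resolution 0.5, 5 at resolution 2 and 2 with DESeq2 (46 at an unadjusted p under 0.05). Without Vldlr KO 2 it was 9, of which 6 were shared and all sex-linked; leaving out each retina in turn gave 9 to 15. The 7 called genes in rods fell to 1 with at least 900 genes per cell, 4 with thinned counts and 2 with DESeq2, and lay between 6 and 10 with a retina left out. The 4 in cones became 9 with at least 900 genes and 2 with DESeq2, and 4 to 8 with a retina left out. Elsewhere, leaving out a retina gave 13 to 20 calls in bipolar cells (7 with all), 22 to 32 in amacrine cells (11), 4 to 18 in Müller glia (4), 3 to 6 in retinal ganglion cells (3), 3 to 6 in horizontal cells (5) and 1 to 5 in pericytes (3). DESeq2 gave 5, 7, 2, 1, 1 and 1 in these 6 types. Higher numbers with fewer retinas come with a spread that rests on fewer retinas.

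For gene lists in photoreceptors, a reversal is judged by the direction of the set test. None of the 7 lists passed with all retinas. With no filter the Table S3 list had a median of 0.063 and the cone phototransduction list 0.059, with the test's direction reversed. In rods alone the autophagy list (0.15), the calcineurin list (0.10) and the cone phototransduction list (−0.37) reversed, and in cones alone the rod phototransduction list (−0.14), as it did with at least 900 genes per cell (−0.10). Leaving out each retina gave −0.031 to 0.017 for the Table S3 list and −0.14 to 0.10 for the cone phototransduction list. The respiratory chain list lay between −0.24 and −0.019, and it passed the threshold only without Vldlr KO 2 (−0.24). The CLEAR median changed sign with no filter (0.06) and with thinned counts (0.05) while the test's direction did not. Of 25 weaker list results, all are in cell types other than photoreceptors.

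Log2 fold changes of 27 named genes changed sign in 39 comparisons, and 358 comparisons had the same sign and call. None of these 27 was called. In rods alone the sign changed for ARR3 (−1.02), ATP1B2 (0.14), CAMK2B (0.44), MAP2K2 (−0.17), PPP3CB (0.51) and PPP3CC (−0.31). In cones alone it changed for ATG5 (0.16), CNGB1 (−0.26), GNAT1 (−0.21), MAP1LC3B (0.21), NR4A1 (0.22), PDE6A (−0.12), PDE6B (−0.36), PIK3CA (−0.57), SH3GLB1 (−0.24), SLC24A1 (−0.22), TRP53INP2 (0.24), VEGFA (0.078), WDR89 (0.39) and WIPI2 (−0.61). With each retina left out in turn the ranges that cross 0 were: CAMK2B −0.31 to 0.12, DDIT4 −0.0027 to 0.59, EGR1 −0.031 to 0.31, GNAT2 −0.20 to 0.035, LAMP1 −0.0079 to 0.42, MAP1LC3B −0.25 to 0.085, MAP2K2 −0.036 to 0.17, NR4A1 −0.29 to 0.051, OPN1MW −0.037 to 0.31, PDE6B −0.11 to 0.12, PIK3CA −0.043 to 0.27, PPARGC1A −0.0096 to 0.24, PPP3CB −0.18 to 0.049, PPP3CC −0.11 to 0.12, RB1CC1 −0.054 to 0.33, SH3GLB1 −0.033 to 0.15 and WIPI2 −0.15 to 0.31. Another 23 comparisons of 8 called genes lost their call, among them GUCA1B, HMGB1 and MT-RNR2 without Vldlr KO 2.

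At least 900 genes per cell moved the share of photoreceptors to 9.19% in the WT retina and 12.1% in the 3 others. AUC of rods was 0.739 with logistic regression, 0.457 without sex-linked genes, 0.651 after thinning and 0.692 to 0.717 with a retina left out. AUC of cones was 0.537 without sex-linked genes, 0.531 after thinning and 0.883 to 0.911 with a retina left out, and that of endothelial cells ran from 0.496 to 0.584. Over all 9 types, 31 of 54 AUC comparisons moved. The share of WT cells with a VLDLR UMI moved in 14 comparisons, all with at least 900 genes per cell or after thinning, whereas VLDLR CPM in the WT retina stayed within its counting interval with at least 900 genes and without doublets. Of the autophagy genes by cell type, photoreceptors with at least 900 genes (5809 CPM) moved out of the counting interval and the other comparisons, over 4 cell types, did not.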

Differences from the paper's values

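The paper compared single cells as replicates and added 2 WT retinas of another study, whereas retinas are the replicates here and 1 WT retina is used. These are limits of the comparison. The alternatives named below were set before the data were examined unless stated.

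In photoreceptors the paper's numbers of differentially expressed genes are 103 higher and 626 lower, against 9 higher and 3 lower here. Under each of the 11 alternatives for photoreceptors both numbers still differ. Each alternative keeps 1 WT retina and sums per retina, so none tests whether comparing cells or adding WT retinas makes the difference. The paper's WT cells number 3801, from 3 retinas, against 1553 here from 1, and its WT photoreceptors number 1219 against 267. The alternatives that change the cells, at least 900 genes per cell, removal of doublets and, for photoreceptors, resolution 0.5 or 2, leave both different.

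The paper's AUC values, read by eye from Fig. 1C, are about 0.54 for bipolar cells, about 0.52 for Müller glia and about 0.52 for amacrine cells, against 0.895, 0.843 and 0.847 here. Values within the paper's were reached without sex-linked genes (0.522, 0.506 and 0.505) and after thinning to 500 UMIs (0.538, 0.518 and 0.518). With logistic regression and with each retina labeled Vldlr KO left out in turn all 3 values still differ.

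Of the 10 largest changes in each direction in Supplemental Table 1, PCLO had 0 UMIs in photoreceptors here and could not be compared, and 18 of the other 19 differ. A fold change counts as different where its sign differs or where it lies further from the paper's value than the SD over the retinas labeled Vldlr KO. EIF2S3Y has 0 UMIs in the WT retina and XIST 0 in the 3 others, so their values are set by the other group and the 1 added before the log, and they count as different only where the fold is over 1.5 times the paper's. EIF2S3Y (1.16, the paper's 0.808) does not differ by that rule, except without Vldlr KO 3 (1.23). The table does not name the base of its log fold changes, which are taken as natural logs. On a log2 scale no sign here would change. The distances to the paper's values would change, so which genes count as different holds for natural logs only. For genes listed as higher, the paper's value and the value here were 0.804 and 0.0467 for ARR3, 0.739 and 0.0735 for OPN1MW, 0.733 and 0.185 for GM26924, 0.711 and 0.0812 for JUN, 0.661 and −0.113 for GNAT2, 0.634 and −0.274 for OPN1SW, 0.631 and 0.0769 for EGR1, 0.629 and 0.226 for SRP54B, and 0.614 and 0.240 for MT-CO1. For genes listed as lower they were −2.61 and −3.27 for XIST, −1.05 and −0.15 for GM10073, −0.984 and 0.736 for GUCA1B, −0.969 and −0.0947 for GM4204, −0.963 and −0.131 for RPSA-PS10, −0.892 and −0.317 for WDR89, −0.884 and 0.147 for GM10288, −0.869 and 0.0784 for UNC119, and −0.825 and 0.177 for ANKRD12. Without Vldlr KO 1 or Vldlr KO 3, SRP54B no longer counts as different, at 0.334 and 0.285, because the SD over 2 retinas was 0.365 and 0.367; both values remain far below the paper's 0.629. No other of the 18 stops differing when a retina is left out, and XIST does in rods alone (−2.97). Leaving out a retina was chosen for this table after seeing the values, and without Vldlr KO 1 or Vldlr KO 3 the edgeR test drops 0 of the 6 genes of the table that it calls with all retinas, while without Vldlr KO 2 it drops 2 of them, GUCA1B and RPL3. Of all 100 genes read from the table, 47 moved in the listed direction here.

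Disagreements in calls, rank or direction follow. The table lists GUCA1B and RPL3 as lower, and both were called higher here with all retinas but not without Vldlr KO 2. TRPM1, listed as higher, was not called here but was called with at least 900 genes per cell, in photoreceptors and in cones. It is one of the markers used here to name bipolar cells, as are PCP2 and ISL1, which were newly called in photoreceptors in that setting. These calls therefore cannot be credited to photoreceptors from this comparison. The paper names cones, rods and endothelial cells as the 3 most perturbed types; here cones ranked first, rods eighth and endothelial cells ninth of 9, and under none of the 6 alternatives did these 3 fill the first 3 ranks. Bipolar cells ranked first with logistic regression and with each retina left out, rods after thinning, and retinal ganglion cells without sex-linked genes. It describes Vldlr as higher in cones than in rods; in the WT retina cones had 163 CPM and rods 196, with overlapping intervals. Of the genes that Figure 1E draws as lower, 9 of the 10 autophagy genes looked up were above 0 here and 1 below, and all 7 phototransduction genes looked up were above 0. RGS9 and GNAT2, drawn as higher, were at −0.16 and −0.10.

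The paper describes the gene sets for autophagosome formation, the CLEAR network, calcineurin signaling and mitochondrial electron transport as lower. Its electron transport set holds positive regulators of that process, whereas the list here holds subunits of the respiratory chain, so the 2 are unlike. The lists used here in their place did not pass the threshold, with medians of 0.09 for autophagy, −0.04 for CLEAR, −0.01 for calcineurin and −0.10 for the respiratory chain. Without Vldlr KO 2 the respiratory chain list did pass as lower, at −0.24 in photoreceptors (adjusted p = 0.00307) and −0.31 in rods alone (adjusted p = 0.00121).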

Other observations

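The comparison of autophagy genes between cell types and its version without TAX1BP1 were chosen only after the data were seen; the tests below were set before the data were examined.

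**Autophagy list in photoreceptors.** The list's median log2 fold change was 0.09 toward the retinas labeled Vldlr KO. A difference between single retinas whatever their genotype cannot be told apart from it: when a retina labeled Vldlr KO was set as the lone one against the other 3, WT included, the median reached 0.068 in absolute size, close to the value for the WT retina, and there is only 1 WT retina. The set test gave no call in either case. A biological difference in either direction of this size stays untested by this design.

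**Rod phototransduction list in photoreceptors.** Its median of 0.11 in rods and cones together was 0.22 in rods alone. Against the WT retina, the medians of Vldlr KO 1, 2 and 3 were 0.32, −0.06 and −0.04 in rods and cones together and 0.28, −0.01 and 0.01 in rods alone, so the value above 0 rests on Vldlr KO 1. A different mix of rods and cones cannot be told apart as a source of the change, since the list in rods did not pass the threshold. Rods were 165 of 267 photoreceptors in the WT retina and 452 of 652, 175 of 318 and 306 of 446 in Vldlr KO 1, 2 and 3, so their share was above that of WT in Vldlr KO 1 and 3 and below it in Vldlr KO 2. Free RNA of rods stays open too: the list rose by a median of 1.39 in amacrine cells, and that test cannot decide for rods themselves. The list was also above 0 and called by camera in Müller glia (0.65, adjusted p = 5.76e-05), retinal ganglion cells (0.59, adjusted p = 0.0170), horizontal cells (1.52, adjusted p = 0.00406) and pericytes (1.33, adjusted p = 0.00406), none of which held under fry or an estimated correlation. The cone list was called in Müller glia (0.61, adjusted p = 0.0353) with the same limit, and in pericytes 1 gene of it was tested, which was lower (adjusted p = 0.00194).

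**Classification of cells.** Without the 6 sex-linked genes the highest AUC among cones, rods and endothelial cells was 0.537, down from 0.922. These AUCs set the WT retina against the 3 others pooled. Each lay below the highest pair of retinas labeled Vldlr KO in its type. With single retinas, WT against Vldlr KO 2 reached 0.712 in cones, above their highest pair at 0.692. In rods and endothelial cells no single retina against WT passed the highest pair. In cones and rods, a difference in sex between the WT retina and the others may therefore be what the classifier mostly used; in endothelial cells none of the 6 genes was among the variable genes. With all genes, 2 of these 3 types (cones and rods) lay above every pair of retinas labeled Vldlr KO. Differences between single retinas cannot be told apart from genotype here, because every comparison with WT rests on the same WT retina.

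**Genes the paper measured by other means.** In photoreceptors SIRT3 was at 25.3 CPM in the WT retina (8 UMIs) and 29.0, 36.7 and 42.7 in Vldlr KO 1, 2 and 3, a log2 fold change of 0.48 (SE 0.60, adjusted p = 0.999), higher in 3 of 3. The paper reports it as lower by other assays, in whole retinas and microdissected photoreceptors at P16, whereas the retinas here are from P14. SIRT4 was lower in 3 of 3 retinas (133 CPM against 83.0, 84.6 and 96.6; log2 fold change −0.60, SE 0.36, adjusted p = 0.999), and SIRT1 was at 0.60, higher in 3 of 3. PPARGC1A (0.12), HIF1A (0.16), MAP1LC3B (−0.04), VEGFA (−0.09), SQSTM1 (−0.16), ATG5 (−0.25) and IDH2 (−0.58) were not called either; of these, HIF1A was higher than WT in 3 of 3 retinas and ATG5 and IDH2 were lower in 3 of 3. SIRT5 had 3, 10, 3 and 2 UMIs and was not tested, and PPARA had 15 UMIs in Vldlr KO 2 and 0 in the other retinas. FFAR1 is not among the genes of the matrix. No technical or biological explanation was tested for these genes.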
